# RNA-Sequencing of *Drosophila melanogaster* Head Tissue on High-Sugar and High-Fat Diets

**DOI:** 10.1534/g3.117.300397

**Published:** 2017-11-15

**Authors:** Wayne Hemphill, Osvaldo Rivera, Matthew Talbert

**Keywords:** obesity, fly, transcriptome, obesogenic

## Abstract

Obesity has been shown to increase risk for cardiovascular disease and type-2 diabetes. In addition, it has been implicated in aggravation of neurological conditions such as Alzheimer’s. In the model organism *Drosophila melanogaster*, a physiological state mimicking diet-induced obesity can be induced by subjecting fruit flies to a solid medium disproportionately higher in sugar than protein, or that has been supplemented with a rich source of saturated fat. These flies can exhibit increased circulating glucose levels, increased triglyceride content, insulin-like peptide resistance, and behavior indicative of neurological decline. We subjected flies to variants of the high-sugar diet, high-fat diet, or normal (control) diet, followed by a total RNA extraction from fly heads of each diet group for the purpose of Poly-A selected RNA-Sequencing. Our objective was to identify the effects of obesogenic diets on transcriptome patterns, how they differed between obesogenic diets, and identify genes that may relate to pathogenesis accompanying an obesity-like state. Gene ontology analysis indicated an overrepresentation of affected genes associated with immunity, metabolism, and hemocyanin in the high-fat diet group, and CHK, cell cycle activity, and DNA binding and transcription in the high-sugar diet group. Our results also indicate differences in the effects of the high-fat diet and high-sugar diet on expression profiles in head tissue of flies, despite the reportedly similar phenotypic impacts of the diets. The impacted genes, and how they may relate to pathogenesis in the *Drosophila* obesity-like state, warrant further experimental investigation.

Obesity is a low-grade inflammatory condition characterized by a positive energy imbalance, resulting from overabundant energy intake, and/or inadequate energy expenditure. The most commonly used assessment of obesity is the Body Mass Index (BMI) score, which is calculated as weight in kilograms divided by the height in meters squared. Obesity is characterized by the World Health Organization as a BMI > 30, whereas a BMI of 25–30 characterizes being overweight (Lehnert *et al.* 2013). By this metric, 60% of adults in the US population are estimated to be overweight, 30% of which are estimated to be obese (“Adult Obesity Facts|Overweight and Obesity|CDC” n.d.). Obesity’s detriment to health is largely attributed to its facilitation of comorbidities such as cardiovascular disease, type-2 diabetes, and neurological decline. Conditions such as these are not only increased in prevalence, but also exacerbated, in obese individuals (Must *et al.* 1999; Langdon *et al.* 2011). Obesity fosters a molecular environment conducive to comorbidities, and so that environment, and the mechanisms by which it does induce disease, are of great biomedical interest.

While some mechanisms of pathogenesis leading to comorbidity in an obesity or obesity-like state in mammals remain unknown, studies with mice and humans have revealed increased inflammation, aberrant cell signaling, decreased insulin sensitivity, and increased oxidative stress to be involved (Xu *et al.* 2003; Furukawa *et al.* 2004; Montague *et al.* 1997). The elevated release of pro-inflammatory cytokines is characteristic of the inflammatory state in obesity, which can be initiated by accumulation of lipids in adipocytes, retardation of autophagy, and the unfolded protein response, and is characterized by the infiltration of visceral adipose tissue by macrophages (Gregor and Hotamisligil 2011). Pro-inflammatory cytokines such as tumor necrosis factor α (TNFα), interleukin-6 (IL-6), and resistin can promote insulin resistance that can, in turn, be ameliorated by a decrease in visceral adipose tissue (Piya *et al.* 2013). Leptin resistance has been observed in mice following prolonged exposure to a high-fat diet, and this has been hypothesized to further exacerbate positive energy imbalance (Lin *et al.* 2000). Mice subjected to high-fat diets have been shown to have an increase in reactive oxygen species (ROS), indicative of oxidative stress (Furukawa *et al.* 2004).

The effects of an excess energy imbalance on overall longevity are conserved in a range of model organisms (Lee *et al.* 2017). Furthermore, the adipocyte, which is represented in the majority of mammals, as well as flies, is now recognized for its wide range of endocrine effects on organismal homeostasis, in addition to its nutrient storage function (Rodríguez *et al.* 2015). Implicated in this endocrine functionality in the model organism *Drosophila melanogaster* are several conserved hormone functions, including the fat-body-secreted Upd2 (Unpaired 2), which is a leptin ortholog, adipokinetic hormone (Akh), and DILP’s (*Drosophila* insulin-like peptides). Akh is a glucagon ortholog released from the corpora cardiaca (present just posterior the fly head, and often collected during head removal), while DILP2 is an insulin ortholog released from insulin-producing cells (IPCs) in the fly brain (Géminard *et al.* 2009). DILP2 and Akh act in regulating nutrient storage and release in the fly, much like the regulation of fed and fasting states in mammals by insulin and glucagon (Géminard *et al.* 2009).

In *D. melanogaster*, a physiological state mimicking diet-induced obesity can be achieved by subjecting flies to diets high in sugar (HSD), or diets high in fat (HFD). Coconut oil in the HFD, and disproportionately high amounts of sucrose in the HSD, have been shown to be effective in promoting this state (Rovenko *et al.* 2015; Heinrichsen *et al.* 2013). Flies reared on such diets present with increased circulating glucose levels, increased triglyceride content, decreased DILP2 (insulin ortholog) sensitivity, decreased stress tolerance and lifespan (Heinrichsen and Haddad 2012; Heinrichsen *et al.* 2013), and behavior indicative of neurological decline, such as impaired climbing ability (McNay *et al.* 2010; Stranahan and Mattson 2011; Valladolid-Acebes *et al.* 2011; Feany and Bender 2000; Bouleau and Tricoire 2015). Oxidative stress is also a noted consequence of a high-fat and high-sugar diet in the fly (Musselman *et al.* 2011; Heinrichsen *et al.* 2013).

It is also feasible for conserved mechanisms of obesity pathogenesis to exist between flies and mammals given the physiological parallels, that over 75% of human disease-associated genes have orthologs in the *Drosophila* model (Piya *et al.* 2013; Reiter *et al.* 2001), and that almost half of all *Drosophila* genes have functional orthologs in humans (Shih *et al.* 2014). The fly has susceptibility to obesity-related cardiac abnormalities reminiscent of the effect observed in mammals, and an inflammatory response characterized primarily by the production of antimicrobial peptides (AMPs) and recruitment of hemocytes (the fly’s immune cells) (Shaukat *et al.* 2015). The AMPs are a natural part of fly’s humoral immune response to infection, but there is also of evidence of heightened levels of these AMPs having adverse effects on neural tissue, as well as promoting autoimmunity in the fly (Shaukat *et al.* 2015).

Sparing experimental evidence suggests subtle differences accompany the otherwise similar effects of diets high in sugar *vs.* fat. In flies, HFDs have illustrated the ability to cause cardiac abnormalities in the form of increased cardiac triglycerides, decreased and/or absent contractile ability in portions of the heart, and dysfunction of flow valves, among other secondary symptoms (Birse *et al.* 2010). Similarly, HSDs have been shown to cause heart deterioration and arrhythmia in the fly model, in addition to the shortened lifespan and DILP insensitivity caused by both diet types (Na *et al.* 2013). In humans, study of the persisting metabolite and hormone levels following consumption of isocaloric diets higher in fat or sugar has illustrated such differences (Lewis *et al.* 1977).

The Database for Annotation,Visualization, and Integrated Discovery (DAVID) Bioinformatics Resources software allows one to analyze the prevalence of certain functional classes of genes within a provided gene list (Dennis *et al.* 2003). It utilizes information from multiple other databases, like FlyBase (Gramates *et al.* 2017), to provide the functional keyword(s) (called annotations) associated with the genes of a given species. In addition to providing individual annotations of genes, the software can group annotations that are related, or of a similar nature, producing annotation clusters. This relation is gauged based on the number of shared genes between a group of annotations for a specific gene list. This tool can be used on the results of many assays, including RNA-Sequencing.

Our objective was to identify gene expression patterns of interest in the head tissues of fruit flies exposed to a HSD, HFD, or a normal diet (ND) via poly-A selected RNA-Sequencing, and to establish differences between the physiological effects of two conventional obesogenic diet types (HSD and HFD) through expression profiling and gene ontology (DAVID). Furthermore, we hoped to determine the functional nature of genes affected by these diets, with the goal of ascertaining pathogenic mechanisms accompanying obesity in flies, and, by extension, possibly in mammals. Heads were used since they contain the brain, glia, neurosecretory cells (including insulin-like peptide-producing cells, and potentially the corpora cardiaca, which can accompany removal of the head), a pericerebral fat body, and, therefore, many of the components of central energy homeostasis. This approach aimed to reduce competing local transcription patterns produced by the rest of the fly tissues, while still accounting for many of the major tissues involved with metabolism and obesity.

## Materials and Methods

### Flies/rearing

All flies used in the experiment were wild-type, Oregon R-C (Bloomington stock 5) genotype. Upon eclosing, female virgins were collected and housed on low calorie media at approximately equal densities of 30 flies/vial until in excess of 450 flies were obtained. Females were then synchronously mated with males of the same genotype in a 2:1 ratio for 2 d. After mating, males were removed, and the females were divided equally into three groups, and placed on one of the three corresponding media types (ND, HSD, or HFD). The fly groups were kept on their respective medium for 7 d, being transferred to fresh medium every 3–4 d. Flies were kept in an incubator at 25° on a 12-hr light/dark cycle with consistent humidity, until decapitation, excluding any handling without anesthesia for media transfers.

### Media

The ND acted as our control diet, and consisted of 2.6% w/v cornmeal, 4% w/v dry inactivated yeast, 0.8% w/v agar, 3% w/v sucrose, 1.5% v/v Tegosept (20% w/v in 70% ethanol), and 0.3% v/v propionic acid. The HFD and HSD were identical to the ND, except for an addition of 20% w/v coconut oil in the HFD, and the use of 20% w/v sucrose instead of 3% in the HSD. The low calorie (LC) diet briefly used for collections and mating contains 5.2% w/v cornmeal, 5% w/v dry inactivated yeast, 1% w/v agar, 3% w/v sugar, 1.5% v/v Tegosept (20% w/v in 70% ethanol), 0.3% v/v tetracycline (10 mg/ml), and 0.3% v/v propionic acid.

### RNA extraction

Flies were transferred from their media briefly into empty vials and anesthetized using FlyNap(Carolina). The flies were then submerged in a Petri dish with 1 ml TRIzol reagent, and their heads were pulled off with forceps in rapid succession. The heads (*N* = 20) were then immediately placed in 200 µl of TRI Reagentin a 1.5-ml microcentrifuge tube. There were six biological replicates (tubes) for each media group, with each replicate/tube containing 20 heads. The head tissue in each tube was then homogenized using an electric pestle. RNA extraction and purification was performed using a Direct-zol RNA MicroPrep kit (Zymo Research). The RNA was eluted with sterile water, after which purity and concentration were confirmed via 260/280 and 260/230 ratios measured using a NanoDrop 2000c (Thermo Scientific). *N* = 6 per experimental condition.

### Sequencing

Twelve RNA samples (four replicates from each of three dietary treatment groups) of the highest yield (>100 ng/µl) and sufficient purity (260/280 and 260/230 ratios of 1.8–2.1 and >1.5, respectively), ascertained via NanoDrop2000c (Thermo Scientific) readings, were sent to Louisiana State University Health Science Center in Shreveport for initial Poly-A selected RNA-sequencing in the Genomics Core Facility. mRNA was isolated from the RNA via poly-adenylated RNA selection using oligomer beads, and sequenced using a NextSequation 500 (Illumina), targeting at least 50 million stranded, paired-end reads of 75 bp in size. Raw sequencing data were passed through a software filter (RTA v2.4.6.0), and sent to the laboratory of U. Cvek at Louisiana State University at Shreveport for further analysis to ascertain reads per million, perform differential expression analysis between the three conditions, generate the preliminary transcript statistics (discussed later), and identify the sequenced transcripts via mapping against the *Drosophila* mRNA records using Cufflinks (Trapnell *et al.* 2010).

### Statistical analysis

With RNA-Sequencing, the degree of gene expression is gauged (in one case) by a signal value in Reads Per Kilobase per Million reads (RPKM). This is calculated as the number of reads (usually of fragments of comparable size) identifying the transcript, divided by the length of the known whole transcript in kilobases, and divided again by the total number of reads (in millions) for all sequenced transcripts in the sample. Another metric used to illustrate the relative change in RPKM of a transcript between two groups is fold change (FC), which is calculated as the negative log base two of the experimental to control RPKM ratio.

*P*- and *q*-values were also generated, and they were applied to each transcript, in each obesogenic diet group. After obtaining a transcript’s RPKM values for all replicate samples in each diet group, the SD of each of these sample data sets was calculated, and that value applied to a normal distribution of that transcript’s RPKM values for each diet group. These distributions were then compared between the ND and HSD groups, as well as between the ND and HFD groups, and a *p*-value calculated for each obesogenic diet group, in all cases via Cuffdiff (Trapnell *et al.* 2010). *Q*-values were calculated using the *p*-values of each transcript, in each obesogenic diet group (relative to the ND group), via the Benjamini-Hochberg False Discovery Rate (B-H FDR) adjustment method (Benjamini and Hochberg 1995). Prism includes an iteration of this *q* value when performing a B-H FDR adjustment on a set of *p*-values; it indicates the fraction of Type I errors present among all *p*-values less than or equal to its associated *p*-value. Prism 7.0c (GraphPad) was used for all necessary calculations involved with the B-H FDR adjustment.

### Heat maps

Heat maps were created using Heatmap Generator software (Khomtchouk *et al.* 2014). Transcript data were arranged in Microsoft Excel, and the data were then subdivided into six groups, corresponding to the six possible comparative iterations of the RPKM values for each media type (*i.e.*, RPKM values of ND>HSD>HFD, or any other arrangement, for each implicated transcript). A standard normal distribution is generated for each transcript using the RPKM values of that transcript from each diet group, and then a z-score for each diet groups’ RPKM value on that distribution for the transcript is calculated. This z-score is then used to assign a color to that transcript for each diet group, with the most positive z-scores (those with RPKM values above the transcript’s average RPKM value across all diet groups) being bright red, the most negative (those with RPKM values below the transcript’s average RPKM value across all diet groups) being bright green, and anything between being a varied-ratio mix of the two colors.

### Functional annotation

Functional annotation was performed using DAVID Bioinformatics Resources Version 6.8 (Dennis *et al.* 2003). Six gene lists were constructed to be provided, consisting of transcripts with *q* < 0.05 and FC > 0 HFD group values, *q* < 0.05 and FC < 0 HFD group values, *q* < 0.05 and FC > 0 HSD group values, *q* < 0.05 and FC < 0 HSD group values, *q* < 0.05 and FC > 0 HFD and HSD group values, and *q* < 0.05 and FC < 0 HFD and HSD group values, respectively. Each gene list was then separately provided to the software and annotated.

For functional annotation of this data, the “Official Gene Symbol” identification was used, and the species background used was “*D. melanogaster*.” The “Functional Annotation Clusters” feature was used to generate groupings/clusters of related annotations, and their total and individual enrichment values within each gene list. The “Functional Annotation Chart” feature was also used to generate lists of the top individual annotations for each gene list, and their *p*-values. For both features, DAVID Bioinformatics Resources suggested defaults were used for all options, including the database sources, background, and the nature of annotations used, as well as all statistical parameters for determining annotation clusters.

### Functional elaboration of select genes

Genes with *q* < 0.05 in at least one obesogenic diet group were first identified. Those genes were then divided into three lists: those with *q* < 0.05 in both obesogenic diet groups, those with *q* < 0.05 in the HSD group only, and those with *q* < 0.05 in the HFD group only. Each of those gene lists was then separately provided to the DAVID bioinformatics software (Dennis *et al.* 2003), and the genes contained within the most enriched, relevant (potential implications in obesity-related pathogenesis; relating to immunity, metabolism, neural function, *etc*.) annotations were investigated in FlyBase (Gramates *et al.* 2017) for literature supporting functions with experimental evidence. All of these genes were initially considered for elaboration, but those that did not have relevant functions (*i.e.*, functions potentially related to such pathogenesis) were removed from the final list of genes to be discussed; 10 genes were presented with *q* < 0.05 in both obesogenic diet groups, and six genes presented from each of the other two lists.

### Data availability

All data that was generated or analyzed during this research is present in this publication, or its corresponding supplemental files. Raw sequencing data can be accessed on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus via accession number GSE104336. Supplemental files include comparisons of the expression levels for each gene between the ND and HFDs (Supplemental Material, File S1) and between the ND and HSDs (File S2). RNA-sequencing quality control information is available in File S3.

## Results

### Alterations in gene expression

Counts of genes with significant expression changes by two standards (*q*- and *p*-values) indicate there are over twice as many genes whose expression was significantly affected by a single obesogenic diet, than by both (Figure 1, A and B). Additionally, 11 of the 79 genes whose expression was most significantly affected (*q* < 0.05) were upregulated by the HFD, but downregulated by the HSD, while the opposite was true for no genes (Figure 1, C–E). 

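Poly-A RNA from pools of 20 heads of mated Oregon R-C females was sequenced after 7 d on the ND, on the HFD (20% w/v coconut oil added) or on the HSD (20% w/v sucrose in place of 3%), with 4 libraries per diet. The authors processed the reads to RPKM and compared each obesogenic diet with the ND by Cuffdiff. Their 2 deposited tables give, for each gene, 1 RPKM per diet group, a test statistic, a p-value and a q-value. Values of single libraries were not used here, so no RPKM below has an SD or a replicate check of its own. File S3 gives the reads that passed the filter for each sample, but the reads counted on each gene were not used here. Each table lists 16124 genes with values, under the assembly's XLOC identifiers and gene symbols, of which Cuffdiff tested 10385 for the HFD and 10395 for the HSD. Between the tables, the RPKM of the ND differed by a median factor of 1.00, so the 2 comparisons share the same ND libraries. For each gene the change was computed as the log2 ratio of the RPKM on the diet to that on the ND, positive where expression was higher on the diet, which is the sign used in Table 1. The p-values of the tested genes were adjusted by the Benjamini-Hochberg method within each comparison, and a gene with an adjusted p-value below 0.05 was counted as changed. The symbols of 11806 genes were found in the BDGP6 annotation, and the listed position of 99.9% of these overlapped the annotated gene, so positions are given on BDGP6. Among the tested genes, 4872 for the HFD and 4874 for the HSD are listed at the same position as another gene, and the authors' assignment of reads could have split reads between such neighbors.
In the authors' deposited tables, 5.59% of the tested genes had a p-value below 0.05 for the HFD and 4.64% for the HSD, while 69.9% and 64.7% had a p-value above 0.5. The smallest p-value Cuffdiff gave was 5e-05, which the authors' deposited tables hold for 139 genes on the HFD and 127 genes on the HSD.

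**Figure D1:**
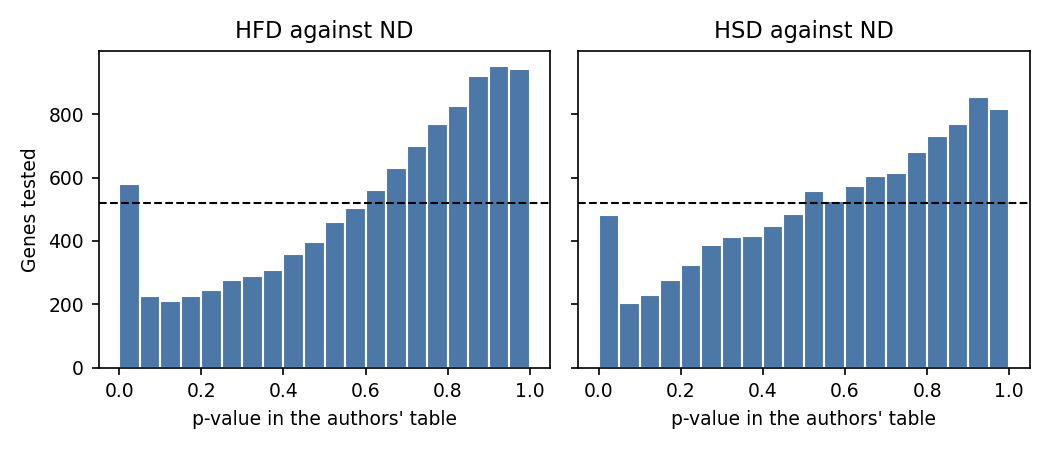
Number of tested genes (vertical axis) by p-value in the authors' tables (horizontal axis, bins of 0.05) for the HFD and the HSD, with the number per bin under a flat distribution as a dashed line. The first bin holds 5.59% of the genes on the HFD and 4.64% on the HSD, and the counts rise toward 1 on both diets.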

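At an adjusted p-value below 0.05, 218 genes changed on the HFD and 179 on the HSD. Of these, 83 changed on both diets and 231 on a single diet, 135 of them on the HFD only and 96 on the HSD only, which gives 2.78 single-diet genes for each gene changed on both. By unadjusted p-values below 0.05, 581 genes changed on the HFD and 482 on the HSD, with 233 on both diets and 597 on a single diet. Among the 10267 genes tested in both comparisons, independent calls would share 3.33 genes (two-sided Fisher's exact test for the observed overlap, p = 2.2e-101). Because both comparisons use the same ND libraries, 1000 pairs of unchanged groups were simulated against shared controls, and their calls overlapped by a median of 23 genes and by at most 37. Two-sided normal p-values computed from the deposited test statistic, an alternative chosen after the data were seen, left 69 genes on the HFD, 74 on the HSD, 36 on both and 1.97 single-diet genes for each of these. They fell below 0.05 for only 233 of 10370 genes on the HFD and 217 of 10381 on the HSD. This is a smaller share than 0.05, so these p-values tend to be too large. A call lost under them does not show that a gene was unchanged. A gene past the threshold on a single diet is not shown to respond differently to the other diet, since the difference between the diets was not tested.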

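Of the 83 genes changed on both diets, 66 were higher on both, 13 were higher on the HFD and lower on the HSD, and 0 were lower on the HFD and higher on the HSD. By unadjusted p-values the opposite changes numbered 37 and 5. The change had the same sign on both diets for 84.3% of the 83 genes, against a median of 100.0% in the simulated pairs of unchanged groups. In the 13 genes with opposite changes, the log2 change lay between 1.82 and 4.95 on the HFD and between -4.76 and -0.95 on the HSD. Of these genes, 5 belong to a list of ovary and germline genes, and 3 of those 5 also to a list of cell cycle genes. With p-values adjusted over all genes listed in each table in place of the tested genes, 11 of 79 genes had opposite changes, and with normal p-values from the test statistic 0 of 36 had.

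**Figure D2:**
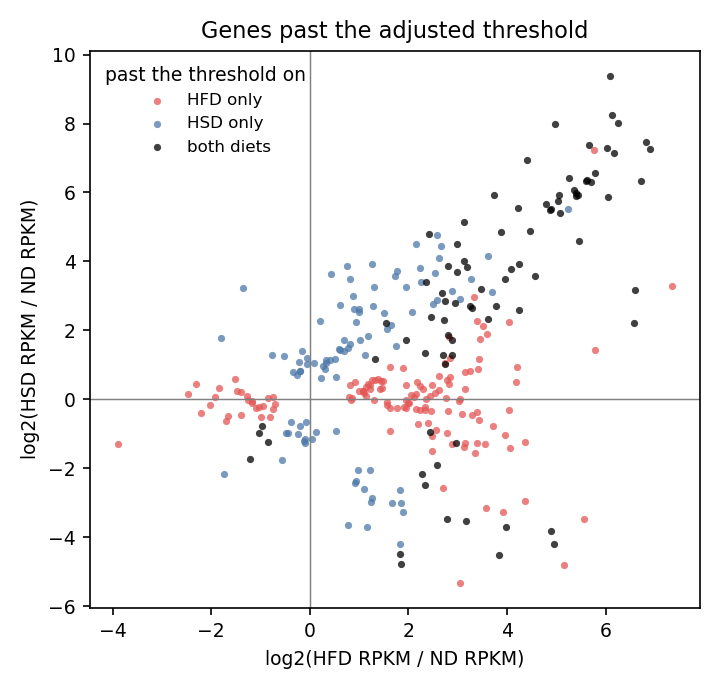
Log2 change on the HFD (horizontal axis) and on the HSD (vertical axis) of 309 of the 314 genes past the adjusted threshold on at least 1 diet, colored by diet. Not plotted are 5 genes listed at 0 in a group. The 13 genes with opposite changes lie to the right of 0 and below 0, and no gene past the threshold on both diets lies to the left of 0 and above 0.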

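Among the 218 genes changed on the HFD, 188 were raised and 30 lowered, a share raised of 86.2% (95% Wilson interval over genes, 81.0 to 90.2). Among the 179 genes changed on the HSD, 134 were raised and 45 lowered, a share raised of 74.9% (68.0 to 80.6). These intervals cover counting error only and treat genes as independent. More genes rose than fell on each diet, and the HSD lowered more genes than the HFD. Of the genes changed on a single diet, 80.7% were raised among those of the HFD and 70.8% among those of the HSD (two-sided Fisher's exact test, p = 0.085). The same comparison by unadjusted p-values gave 75.3% and 60.2% (two-sided Fisher's exact test, p = 0.00011), and normal p-values from the test statistic gave 90.9% and 86.8% (two-sided Fisher's exact test, p = 0.72). The median log2 change of all tested genes was 0.05 on the HFD and 0.01 on the HSD, and centring on these medians, which leaves the p-values as they are, moved no gene between raised and lowered.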

Curiously, the HFD also upregulated more genes, while the HSD was responsible for the downregulation of more genes, among those significantly affected (Figure 1E and data not shown).

**Figure 1:**
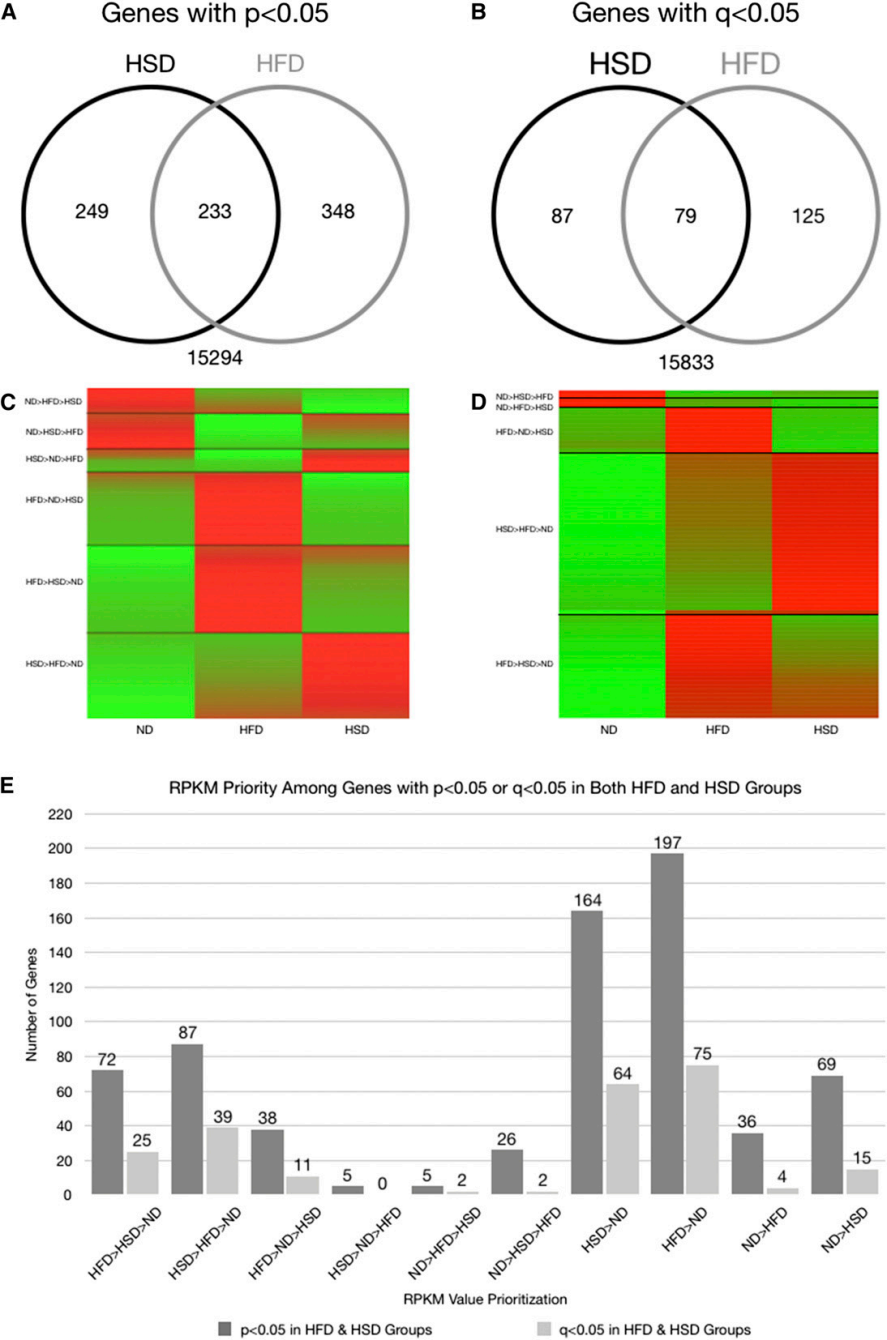
(A) Venn diagram illustrating the number of transcripts with *p* < 0.05 for the HFD, HSD, both diet groups, or neither diet group. (B) Venn diagram illustrating the number of transcripts with *q* < 0.05 in the HFD, HSD, both diet groups, or neither diet group. (C) A heat map of 233 transcripts with *p* < 0.05 in both HSD and HFD groups. The map is divided (black horizontal lines) into six expression priority groups, and, within each group, the transcripts are further arranged by increasing z-score within the HFD column. Bright green indicates the most negative z-score, while bright red indicates the most positive z-score. (D) A heat map of 79 transcripts with *q* < 0.05 in both the HSD and HFD groups. The map is divided (black lines) into five expression priority groups, and, within each group, the transcripts are further arranged by decreasing z-score within the HFD column. Bright green indicates the most negative z-score, while bright red indicates the most positive z-score. (E) A bar graph quantifying the number of genes, among those with *q* < 0.05 or *p* < 0.05 in both obesogenic diet groups, having various RPKM value priorities in the three diet groups.

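By the order of RPKM in the 3 groups, the 83 genes changed on both diets comprised 40 with HSD>HFD>ND, 26 with HFD>HSD>ND, 13 with HFD>ND>HSD, 2 with ND>HFD>HSD, 2 with ND>HSD>HFD and 0 with HSD>ND>HFD. Among the 233 genes with unadjusted p-values below 0.05 on both diets, the most frequent order was also HSD>HFD>ND, with 87 genes, followed by HFD>HSD>ND with 72, and 26 genes had ND>HSD>HFD. Rescaling the HSD table to the ND values of the HFD table changed none of the 6 counts among the 83 genes and moved 1 gene between the first 2 orders among the 233.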

### Functional annotation

The aforementioned genes with significant (*q* < 0.05) expression alterations for at least one obesogenic diet group were further subdivided to produce the gene lists on which to perform functional annotation (described in *Materials and Methods*), and the DAVID Bioinformatics Resources were utilized with suggested defaults to determine the top individual gene annotations and top annotation clusters for each.

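The genes lowered on both diets at an adjusted p-value below 0.05 were CG10621, CG9150, CG4500 and CG3999. By unadjusted p-values, 32 genes were lower on both diets. With a log2 change of at least 1 in size required on both diets, 1 gene was left, and none with the normal p-values from the test statistic.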

No functional annotation enrichment data could be gathered from genes whose expression was decreased by both obesogenic diets given the small sample number (*n* = 4). These four genes will be discussed individually later, and are listed in Table 1. The HSD increased expression of genes associated with enzymatic activation, peptide bond cleavage, checkpoint kinases, ascorbate/aldarate and retinol metabolism, cytochrome P450 activity, mitochondrial activity, sugar molecule processing, and heme (Figure 2), and decreased expression of those involved with the cell cycle, kinase activities, cytochrome P450 function, and DNA-binding and transcription (Figure 3). 

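Lists of genes drawn up from gene symbols and general knowledge stood in for the DAVID annotations, whose term sizes differ. Each list was compared with all tested genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 55 tests of 11 lists in 5 groups of changed genes. Of 19 tested digestive serine protease genes, 10 were raised on the HSD (adjusted p = 1.0e-13, Fisher's exact test). Of 70 tested cytochrome P450 genes, 2 were raised (adjusted p = 0.50, Fisher's exact test) and 1 was lowered (adjusted p = 0.56, Fisher's exact test). By unadjusted p-values, 6 cytochrome P450 genes were raised (adjusted p = 0.047, Fisher's exact test). Of 53 tested cell cycle genes, 11 were lowered on the HSD, by log2 changes between -4.76 and -2.04 (adjusted p = 6.8e-15, Fisher's exact test). Direction was shared by most of the list, with 43 of the 53 lower on the HSD than on the ND, and 14 genes were past 0.05 when adjusted over the list alone. The RPKM of the 11 lowered genes ranged from 1.02 to 21.1 on the ND in the authors' deposited table and from 0.0862 to 1.36 on the HSD. The median log2 change of the 55 listed genes, with 0.1 RPKM added to both groups, was -0.63 and lay below all 10000 random lists matched on mean expression. A list of 27 ovary and germline genes outside the cell cycle list also fell on the HSD, with a median of -0.62. Less germline RNA in the HSD libraries therefore stays open as an explanation.

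**Figure D3:**
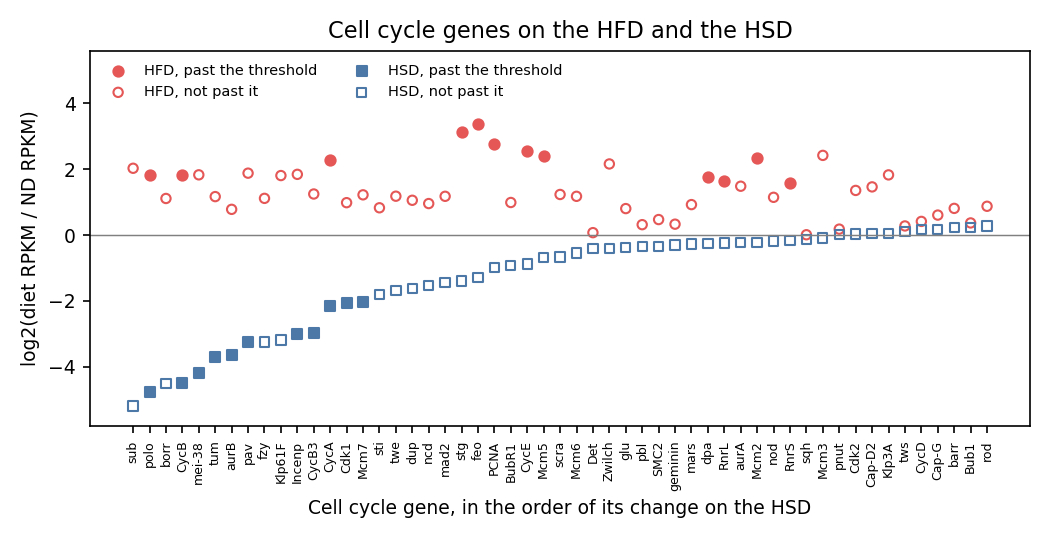
Log2 change (vertical axis) of the 53 cell cycle genes tested on both diets (horizontal axis, ordered by the change on the HSD), with filled symbols for genes past the adjusted threshold. On the HSD 43 genes lie below 0, and on the HFD 53 genes lie above 0.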

The HFD increased expression of genes with ontology related to immunity and infection, chitin metabolic processing, and protein activities associated with metabolism (Figure 4), and decreased expression of those related to pyridoxal phosphate function, nutrient storage, and signaling, as well as those implicating hemocyanin and immunoglobulins (Figure 5). 

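On the HFD, 12 of 24 tested antimicrobial peptide genes were raised (adjusted p = 3.6e-14, two-sided Fisher's exact test). The log2 change of the 11 with a value above 0 in both groups ranged from 1.31 to 6.59. Of 9 tested peptidoglycan recognition protein genes, 2 were raised (adjusted p = 0.031, Fisher's exact test), and of 23 tested chitin-binding or chitinase genes, 5 were raised (adjusted p = 0.00020, Fisher's exact test). On the HSD, 3 of 24 genes of the chitin list were raised (adjusted p = 0.012, Fisher's exact test), and the difference between the diets was not tested. The chitin list as a whole did not stand out. With 0.1 RPKM added to both groups, its median log2 change on the HFD was 0.060, above 6949 of 10000 matched random lists. On the HSD the median was 0.026, above 6037 of them. Of its tested members, 15 were higher and 8 lower on the HFD, and 18 were higher and 6 lower on the HSD. Lists for pyridoxal phosphate function and for immunoglobulin domains were not analysed here.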

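Of 17 digestive serine protease genes tested on both diets, 9 were raised on both (adjusted p = 6.8e-15, two-sided Fisher's exact test). Their log2 changes ranged from 4.45 to 6.82 on the HFD and from 4.88 to 7.47 on the HSD. The highest RPKM among these 9 genes in the authors' deposited tables was 12.6 on the ND and 539 on the HSD. Of 11 tested amylase and maltase genes, 5 were raised on both diets (adjusted p = 2.9e-08, Fisher's exact test), by log2 changes from 2.99 to 6.10 on the HFD and from 3.21 to 9.38 on the HSD. Heat shock protein genes were also represented, with 3 of 11 raised on both diets (adjusted p = 0.00018, Fisher's exact test).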

Genes significantly (*q* < 0.05) upregulated by both obesogenic diets had ontology related to proteolysis, peptide processing, metabolic enzymes, signaling, and carbohydrate metabolism (Figure 6). This indicates gene ontologies that appear characteristic of a HFD (immunity/infection, hemocyanin, and immunoglobulins) or HSD (cytochrome P450 action, CHK, and mitochondrial activity).

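Expressed as the share of tested members past the threshold, antimicrobial peptide genes reached 50.0% on the HFD and 9.09% on the HSD, and the list of larval serum proteins and Fbp1, lowered on the HFD, reached 75.0%. Cytochrome P450 genes raised on the HSD reached 2.86%, where all tested genes stood at 1.29%. No list was tested for a difference between the diets. From the annotations enriched among the genes changed on each diet, the paper proposes that immunity, hemocyanin and immunoglobulins are characteristic of a HFD, and cytochrome P450 action, CHK and mitochondrial activity of a HSD.

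**Figure D4:**
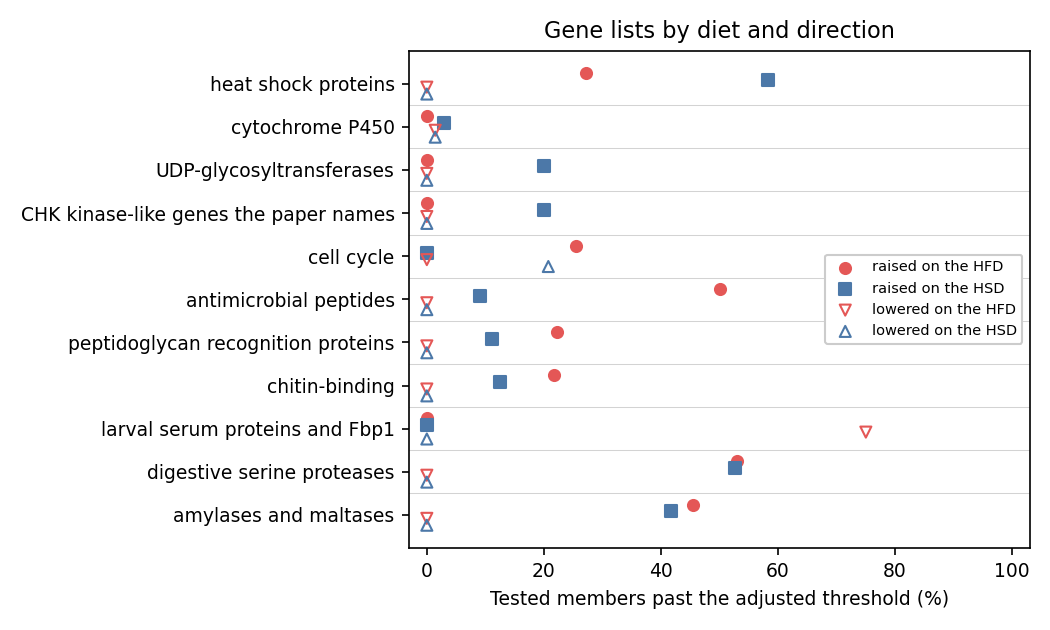
Share of the tested members of each gene list past the adjusted threshold (horizontal axis, percent), by diet and direction. Antimicrobial peptide genes raised on the HFD lie at 50.0%, and the list of larval serum proteins and Fbp1, lowered on the HFD, at 75.0%.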

**Table 1:** Select genes of functional interest and their associated sequencing and statistical values

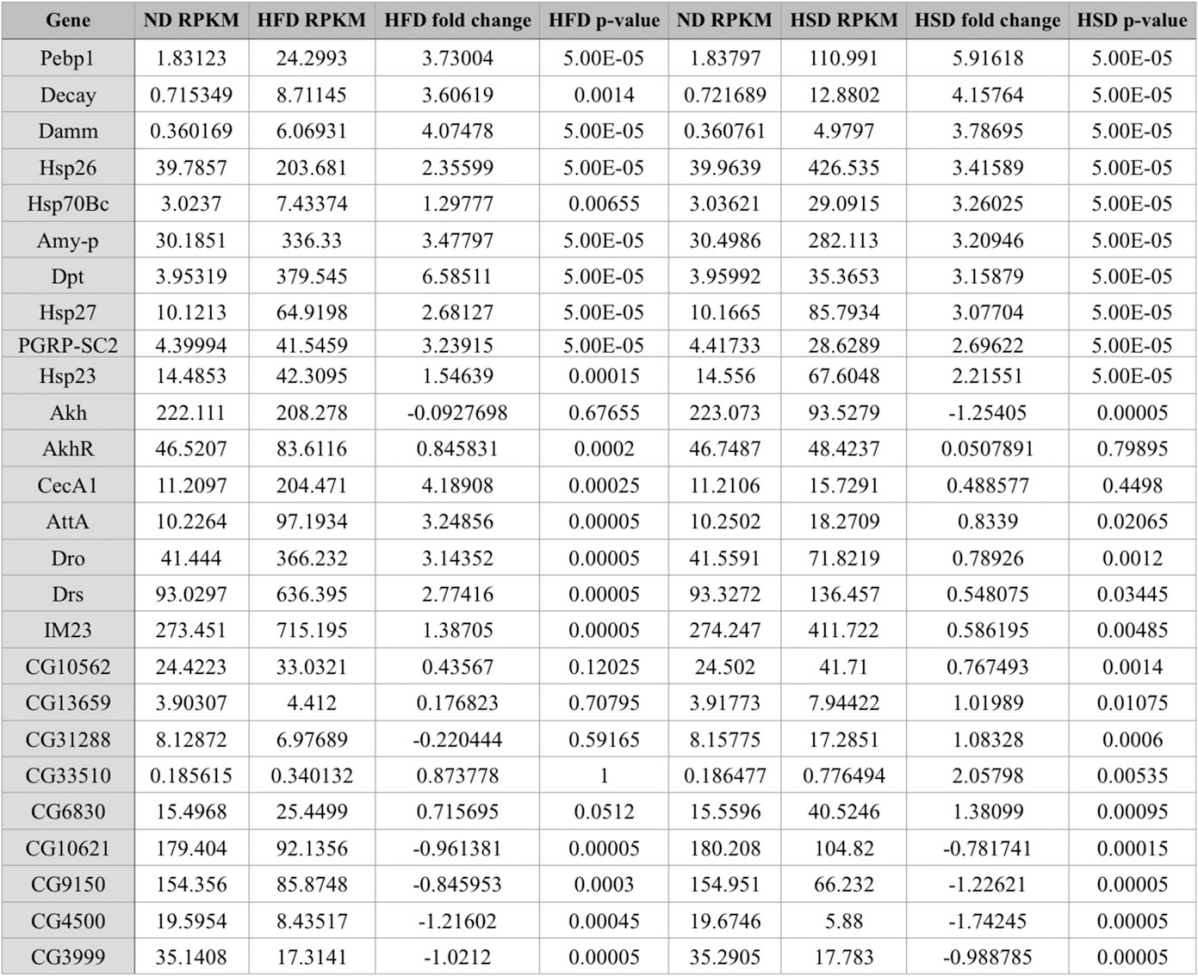

Represented are 10 genes with *q* < 0.05 in both obesogenic diet groups, six genes with *q* < 0.05 in the HFD group only, and six genes with *q* < 0.05 in the HSD group only. Those provided represent the genes included in the most enriched annotation (gene ontology keyword) of relevance (described in *Materials and Methods*) among the genes with *q* < 0.05 in each of three mentioned groups (both diet groups, HFD only, HSD only). Also included are the four genes whose expression was decreased, and had *q* < 0.05, in both obesogenic diet groups; these were absent from the functional annotation results.

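Of the 10 genes presented for both diets, 10 were past an adjusted p-value of 0.05 on the HSD and 8 on the HFD, where Decay and Hsp70Bc were not. The 6 genes presented for the HFD were past it on the HFD and on the HFD alone. Of the 6 genes presented for the HSD, Akh and CG31288 were past it and the other 4 were not. By unadjusted p-values below 0.05, all 22 of these genes passed on the diets they are presented for, and 4 of the 6 presented for the HFD passed on the HSD as well. With the normal p-values from the test statistic, 3 of the 10 genes passed on both diets. Of the 6 genes presented for the HFD, 3 then passed on the HFD, and of the 6 presented for the HSD, 0 passed on the HSD.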

**Figure 2:**
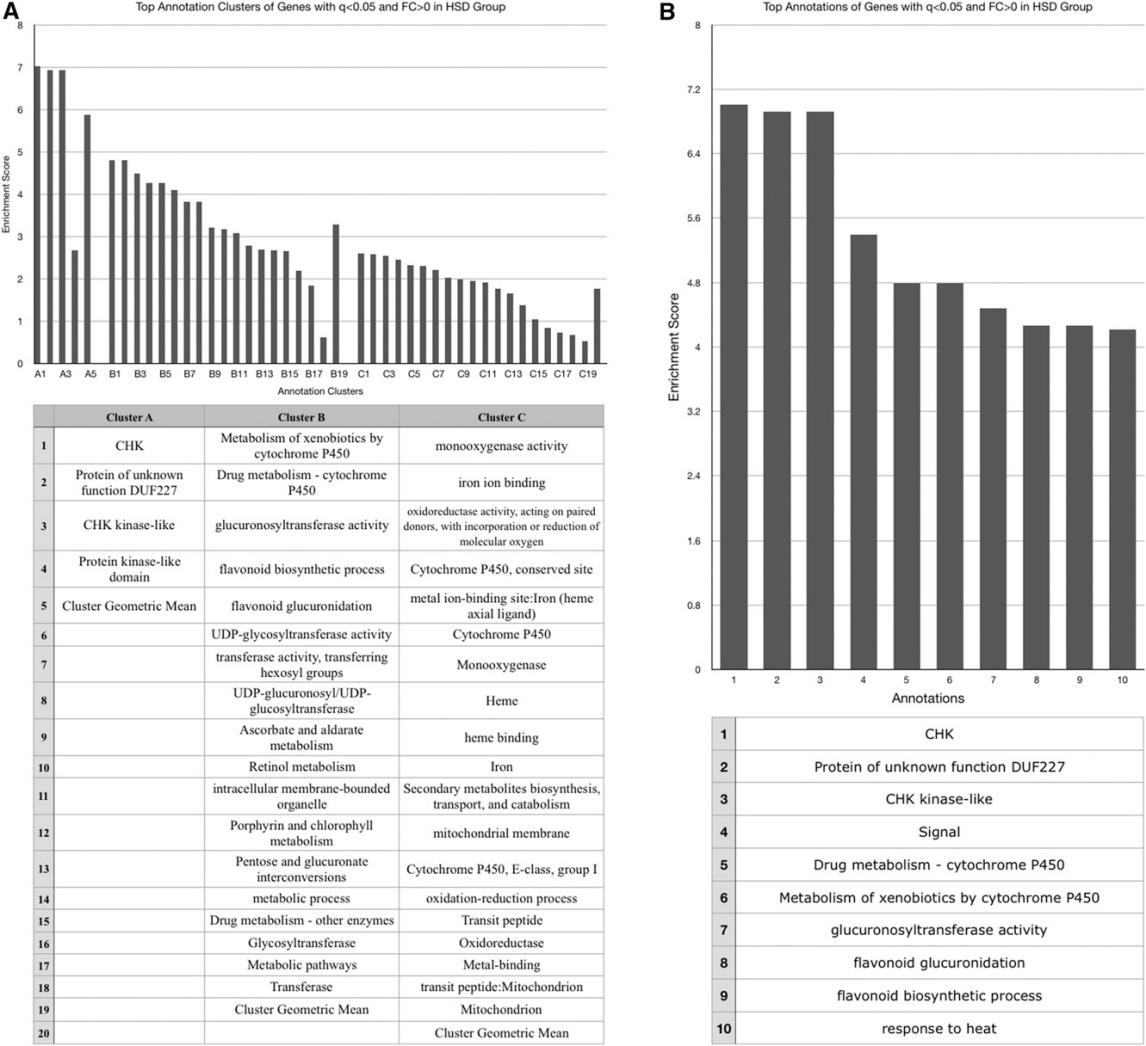
For the cluster graphs (left), bars of the same grouping represent annotations of related functions, belonging to the same cluster (aka annotation clusters), and those bars at the far right of a group represent the enrichment score of the entire cluster (geometric mean of all composing annotations). (A) Graph displaying the three most enriched annotation clusters among genes whose expression was significantly (*q* < 0.05) increased in the HSD group. (B) Graph displaying the most enriched individual annotations among genes whose expression was significantly (*q* < 0.05) increased in the HSD group.

**Figure 3:**
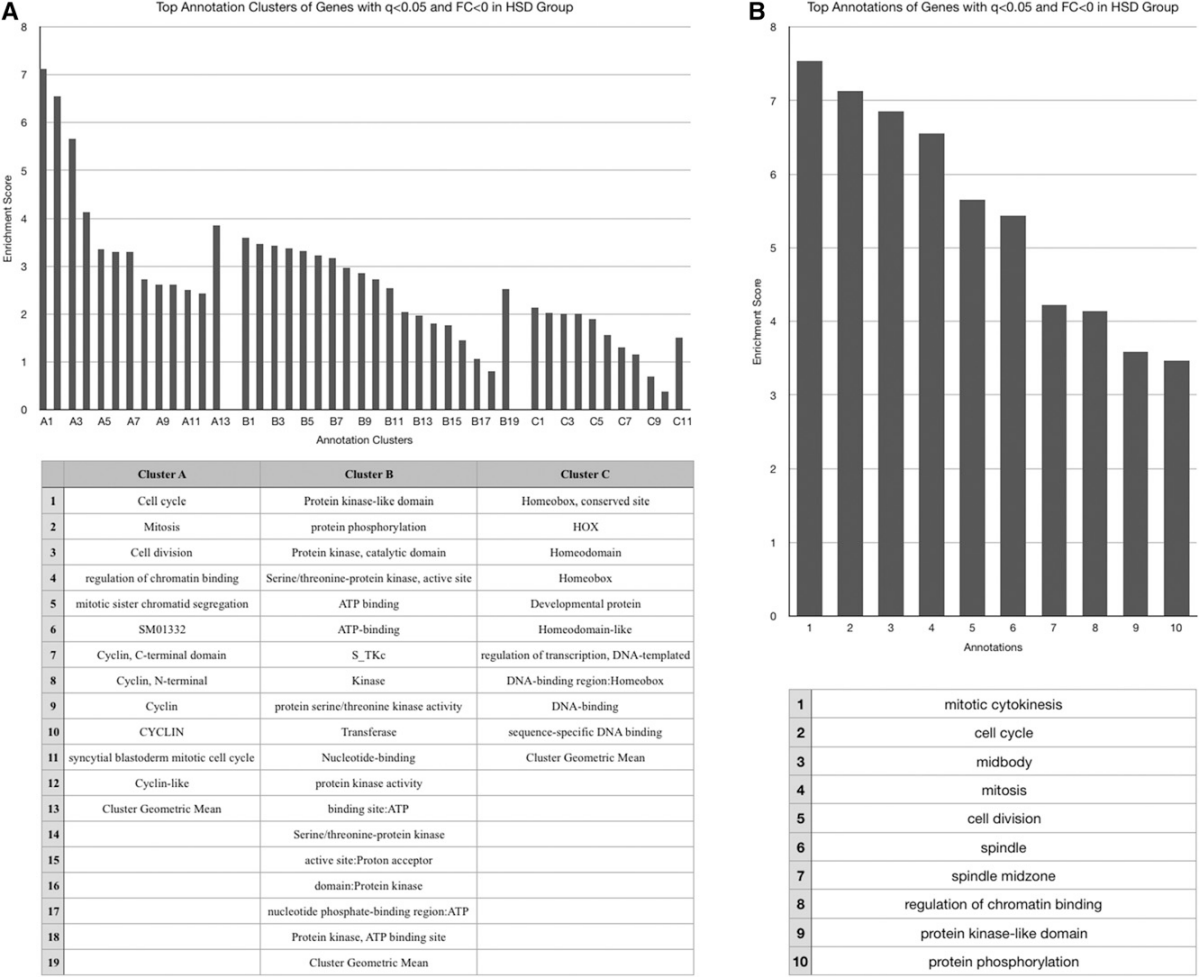
For the cluster graphs (left), bars of the same grouping represent annotations of related functions, belonging to the same cluster (aka annotation clusters), and those bars at the far right of a group represent the enrichment score of the entire cluster (geometric mean of all composing annotations). (A) Graph displaying the three most enriched annotation clusters among genes whose expression was significantly (*q* < 0.05) decreased in the HSD group. (B) Graph displaying the most enriched individual annotations among genes whose expression was significantly (*q* < 0.05) decreased in the HSD group.

**Figure 4:**
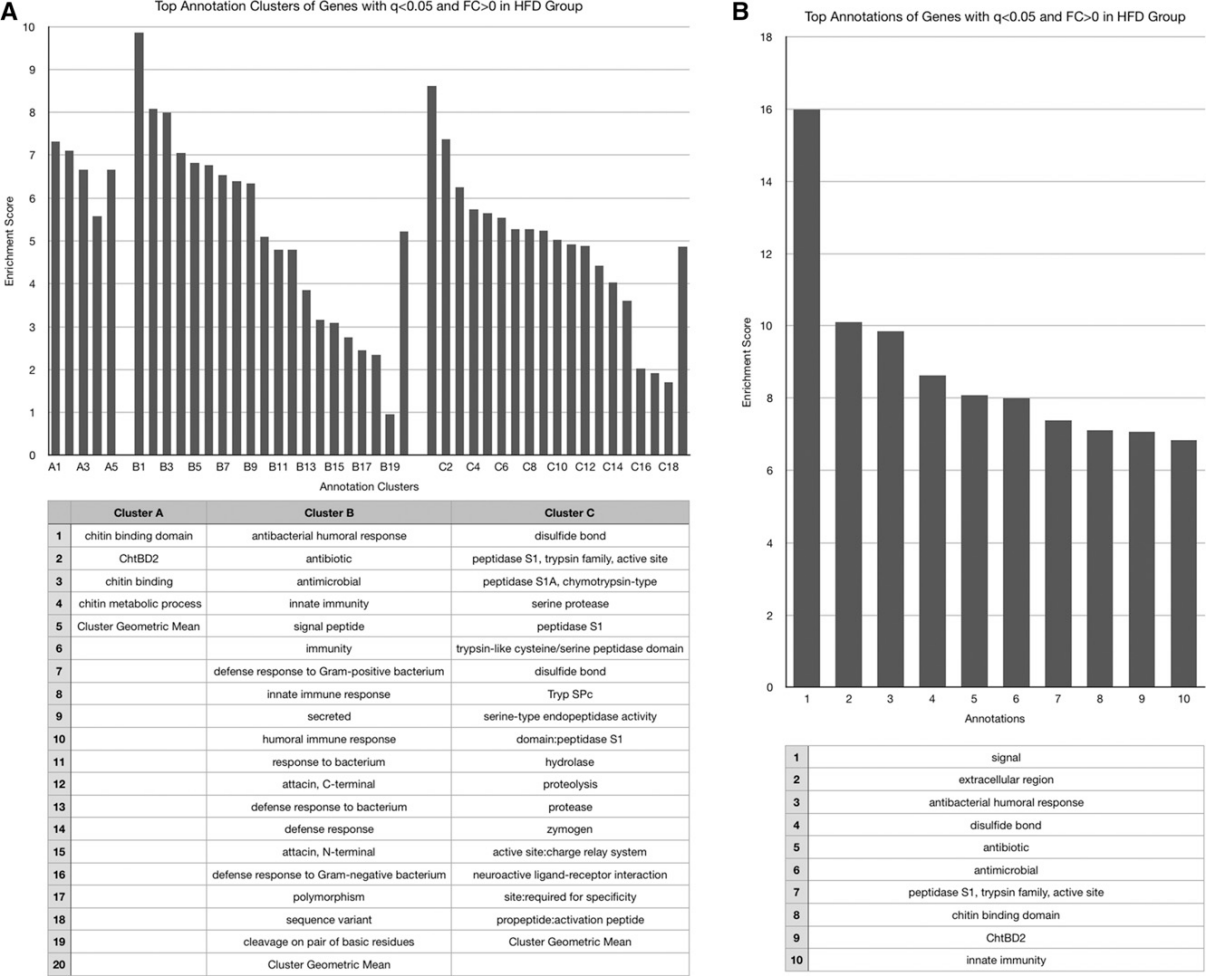
For the cluster graphs (left), bars of the same grouping represent annotations of related functions, belonging to the same cluster (aka annotation clusters), and those bars at the far right of a group represent the enrichment score of the entire cluster (geometric mean of all composing annotations). (A) Graph displaying the three most enriched annotation clusters among genes whose expression was significantly (*q* < 0.05) increased in the HFD group. (B) Graph displaying the most enriched individual annotations among genes whose expression was significantly (*q* < 0.05) increased in the HFD group.

**Figure 5:**
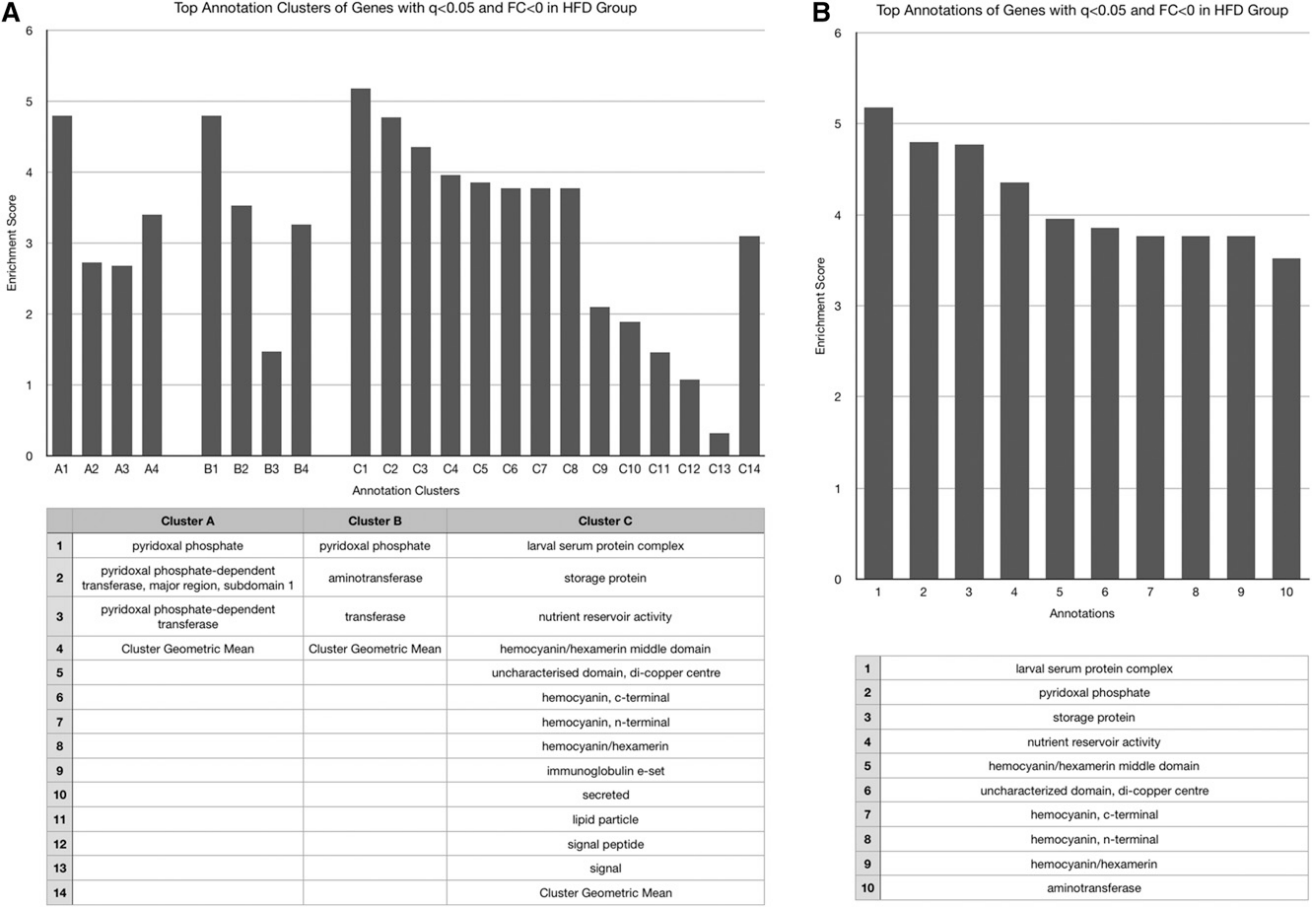
For the cluster graphs (left), bars of the same grouping represent annotations of related functions, belonging to the same cluster (aka annotation clusters), and those bars at the far right of a group represent the enrichment score of the entire cluster (geometric mean of all composing annotations). (A) Graph displaying the three most enriched annotation clusters among genes whose expression was significantly (*q* < 0.05) decreased in the HFD group. (B) Graph displaying the most enriched individual annotations among genes whose expression was significantly (*q* < 0.05) decreased in the HFD group.

**Figure 6:**
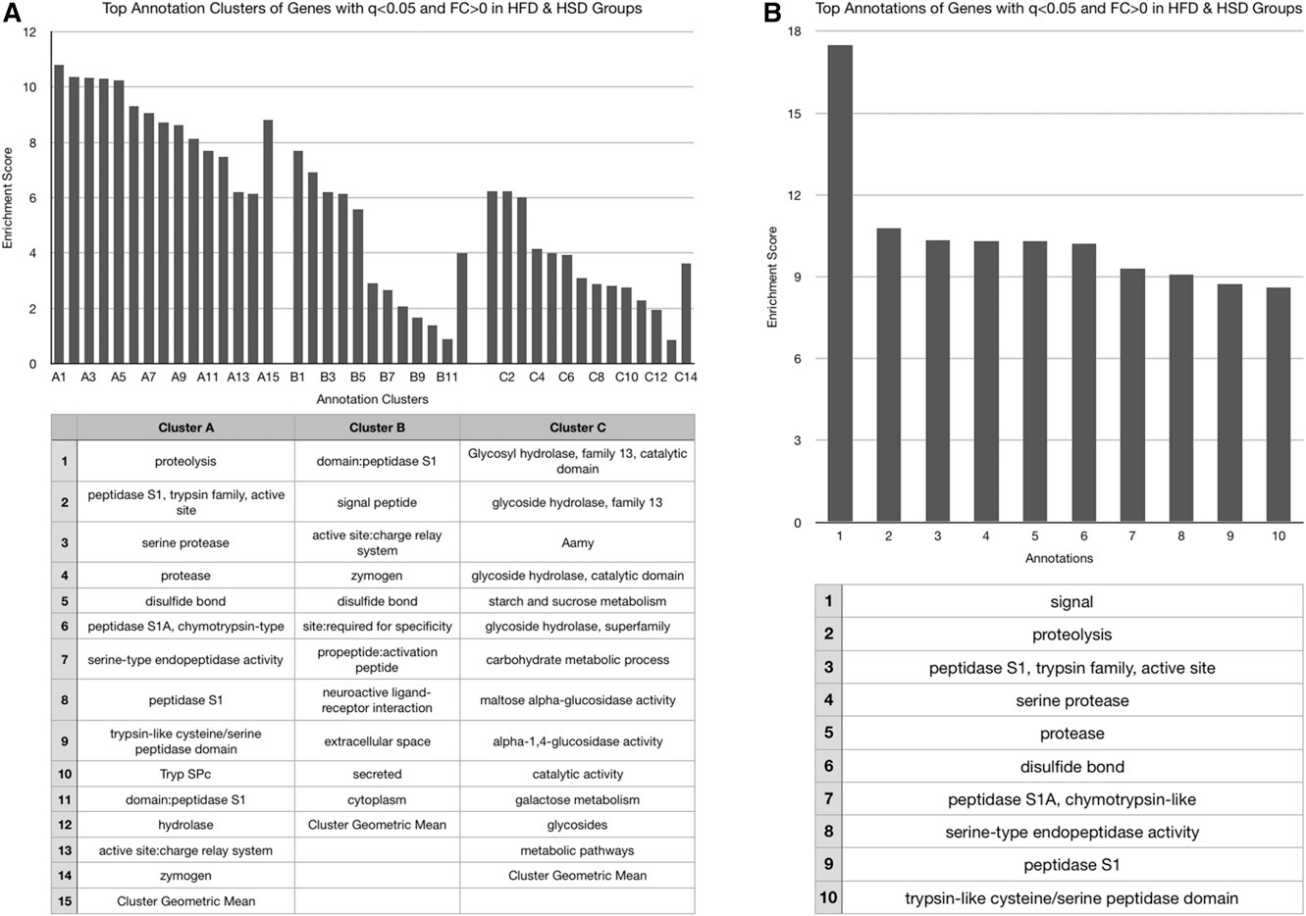
For the cluster graphs (left), bars of the same grouping represent annotations of related functions, belonging to the same cluster (aka annotation clusters), and those bars at the far right of a group represent the enrichment score of the entire cluster (geometric mean of all composing annotations). (A) Graph displaying the three most enriched annotation clusters among genes whose expression was significantly (*q* < 0.05) increased in both obesogenic diet groups. (B) Graph displaying the most enriched individual annotations among genes whose expression was significantly (*q* < 0.05) increased in both obesogenic diet groups.

### Notable genes

A selection of differentially expressed genes (with *q* < 0.05 in at least one obesogenic diet) with obvious functional relevance were further investigated (Table 1). 

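Among changed genes with at least 1 RPKM in both groups, the largest rises on the HFD were in CG10911 (log2 change 6.89), Dpt (6.59) and DptB (6.56), and the largest falls in CR44938 (-2.47), CG8147 (-2.30) and CG11425 (-2.20). On the HSD they were the rises of CG10911 (7.26), Jon99Cii (6.55) and CG5107 (6.41) and the falls of CycA (-2.15), Cdk1 (-2.05) and Dr (-1.76). CG10911 (XLOC_005994; 2R, 18052550 to 18054066) stood at 1.09 RPKM on the ND, 129 RPKM on the HFD and 168 RPKM on the HSD in the authors' deposited tables. DptB is listed at the same position as another gene.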

The remainder of genes not discussed here is publicly available, as noted in *Data availability*.

There was a notable increase in expression of several of the heat shock proteins (in both obesogenic diet groups, except for Hsp70Bc in the HSD group only), which are known to be involved in responses to stress and promotion of longevity in the fly model. 

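Hsp26 (XLOC_008985) lies on 3L from 9376418 to 9377427, and its RPKM in the authors' deposited tables was 39.8 on the ND, 204 on the HFD and 427 on the HSD. Its log2 change was 2.36 on the HFD and 3.42 on the HSD. For Hsp23 (XLOC_007319; 3L, 9381882 to 9382765) the log2 change was 1.55 on the HFD (adjusted p = 0.0097, Benjamini-Hochberg on the authors' p-values) and 2.22 on the HSD. Hsp70Bc (XLOC_010577) rose by a log2 change of 3.26 on the HSD (adjusted p = 0.0041, Benjamini-Hochberg on the authors' p-values) and of 1.3 on the HFD (adjusted p = 0.22, from the same adjustment). The authors' deposited table gives Hsp70Bc a p-value of 0.00655 on the HFD. Hsp70 genes are near-identical copies, and reads could have been split between them.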

There was also increased expression of genes associated with response to bacterial infection, production of antimicrobials, and apoptotic processes, as well as those relating to metabolic regulation. 

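Amy-p (XLOC_005914; 2R, 17118636 to 17120303), an amylase gene, stood at 30.2 RPKM on the ND, 336 RPKM on the HFD and 282 RPKM on the HSD in the authors' deposited tables, with log2 changes of 3.48 on the HFD and 3.21 on the HSD. Its near-identical neighbor Amy-d could share its reads.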

The genes presented for the HSD only list were mostly proteins of unknown function, which were annotated in FlyBase (Gramates *et al.* 2017) as having CHK kinase-like activity, but whose alleged functions were supported by no concrete experimental evidence. 

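CG31288 (XLOC_013425; 3R, 25297960 to 25299557) had a log2 change of 1.08 on the HSD (adjusted p = 0.037, Benjamini-Hochberg on the authors' p-values). With the adjustment over all listed genes, its adjusted p was 0.057. The log2 changes of the other 4 genes on the HSD were 1.38 for CG6830 (adjusted p = 0.054, Benjamini-Hochberg on the authors' p-values), 0.77 for CG10562 (adjusted p = 0.077), 2.06 for CG33510 (adjusted p = 0.22) and 1.02 for CG13659 (adjusted p = 0.38). CG33510 was listed at 0.186 RPKM on the ND and 0.776 RPKM on the HSD in the authors' deposited table and was not tested on the HFD. CG6830 shares its listed position with 1 other gene.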

Finally, the four genes whose expression was decreased, and had *q* < 0.05, in both obesogenic diet groups contained one gene relating to triglyceride storage and sleep homeostasis, and three genes of unknown biological function.

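CG10621 (XLOC_003021; 2L, 18952206 to 18954431) had log2 changes of -0.96 on the HFD and -0.78 on the HSD (adjusted p = 0.011, Benjamini-Hochberg on the authors' p-values). For CG9150 (XLOC_002138; 2L, 6067668 to 6068594) they were -0.85 on the HFD (adjusted p = 0.017 from the authors' p-values) and -1.23 on the HSD, and for CG3999 (XLOC_010405; 3R, 10251518 to 10255268) -1.02 and -0.99. In the authors' deposited tables, CG10621 stood at 179 RPKM on the ND, CG9150 at 154 RPKM and CG3999 at 35.1 RPKM.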

## Discussion

It is important to re-establish that our findings are within a single genetic background in *D. melanogaster*, using mated females, and utilizing the media recipe variants that we indicated. It is unclear yet how each of these major variables could impact gene expression in these dietary contexts, and we anticipate that further study will elucidate this. It is also important to note that any extrapolation from expression change to a definitive functional impact or physiological mechanism is by nature speculative without direct experimental validation, but a consideration of the implications of our results is necessary. For all genes discussed hereafter, it should be assumed they were significantly affected (*q* < 0.05) in the manner stated, unless otherwise indicated.

### Transcriptome changes

An overview of the transcriptomes of the flies in each dietary group indicates a notable difference in the effects of the two obesogenic diets on gene expression in the fly model. 

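Across the 10259 genes tested in both comparisons with values above 0, the log2 changes on the 2 diets had a Pearson correlation of 0.62. Unchanged groups simulated against shared controls gave 0.50, and genes are not independent replicates. Among 288 genes changed on at least 1 diet and tested on both, the correlation was 0.53; no value for unchanged groups was computed for genes chosen in this way, so it cannot be read against 0.50. Of the 90 genes raised on the HFD only and tested on the HSD, 34 were lower on the HSD than on the ND, and of the 45 genes lowered on the HSD, 30 were higher on the HFD.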

Comparisons between these two obesogenic diet groups’ effects also suggest that the HSD might be more prone to instituting a decrease in gene expression than the HFD, while the HFD might preferentially upregulate gene expression (Figure 1).

### Annotation patterns

Genes with functions related to peptide and carbohydrate processing appear to be the most enriched among genes upregulated by both diets (Figure 6). This is expected, given the increased caloric intake. No functional classes could be ascertained from the four genes noted to be significantly downregulated in both obesogenic diet groups, and these four genes are included in the table of individual genes (Table 1), to be discussed later.

Both diets also upregulated genes functioning in protein cleavage, enzyme activation, and macromolecule processing (Figure 2 and Figure 4). This could be a result of the obesogenic diet-associated macromolecules within the fly, as discussed above. However, the independent enrichment of metabolism related annotations in the HFD- (Figure 4) and HSD- (Figure 2) specific gene ontology lists that are distinct from those enriched in the combined HFD–HSD gene ontology list also implies some distinction in the specific metabolic genes affected. This is unsurprising, given that each diet is enriched with a different macromolecule. These annotations could reflect that, or be an artifact of the DAVID software protocols. However, among those genes upregulated by the HSD, the enriched metabolic processing annotations do appear to relate mostly to sugar/carbohydrate processing (“pentose and glucuronate interconversions,” “transferase activity, transferring hexosyl groups,” and “glycosyltransferase”) (Figure 2).

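Of 15 tested UDP-glycosyltransferase genes, 3 were raised on the HSD, by log2 changes from 1.4 to 3.92 (adjusted p = 0.0032, two-sided Fisher's exact test), and 8 were past 0.05 when adjusted over the list alone. Of the 15 genes, 9 were higher and 6 lower on the HSD. With the normal p-values from the test statistic, 0 of the 15 were raised, and by unadjusted p-values 8 had changed. On the HFD, 0 of 13 tested members had changed, and 1 had an unadjusted p-value below 0.05.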

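The antimicrobial peptide list is fixed by symbol. On the HFD, 22 of its 24 tested members were higher than on the ND and 16 were past 0.05 when adjusted over the list alone. With 0.1 RPKM added to both groups, the median log2 change of the 26 members with a value above 0 was 2.51 on the HFD. For 25 members on the HSD it was 0.48, and each median exceeded all 10000 matched random lists. On the HSD, 2 of 22 tested members were raised (adjusted p = 0.089, two-sided Fisher's exact test), 8 had an unadjusted p-value below 0.05, and 5 were past 0.05 when adjusted over the list alone.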

An enrichment of genes functioning in immunity and response to infection was apparent among genes upregulated by the HFD group (Figure 4). This might imply that the fly is utilizing response mechanisms for the obesogenic diets that appear similar to those used during infection or other immune reactions. This alludes to an overlap in nutrient processing pathways and inflammatory pathways in *Drosophila*, which is supported by the existence of an inflammation-like response during immune reactions in the fly (Shaukat *et al.* 2015).

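The CHK kinase-like genes that Table 1 names are CG10562, CG13659, CG31288, CG33510 and CG6830. As a list, 1 of the 5 was raised on the HSD (adjusted p = 0.16, two-sided Fisher's exact test). All 5 were higher on the HSD, had unadjusted p-values below 0.05 and were past 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The 5 genes are only those named of an annotation, so the list does not test the enrichment that the paper states. The paper reports no experimental support for their annotated function, so their rise does not show that checkpoint kinases rose. Their median log2 change on the HSD, with 0.1 RPKM added to both groups, was 1.07.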

Among the genes upregulated by the HSD (Figure 2), there was an enrichment of genes relating to checkpoint kinases. Genes coding for CHK kinase-like proteins exist in *Drosophila* (Patil *et al.* 2013), and, in several models, CHK has been established as an arrestor of the cell cycle in response to DNA damage. Additionally, it has the suspected function of indirectly inducing apoptotic mechanisms in response to such damage (Dai and Grant 2010). The increased expression of genes associate with these CHK-related functions in response to the HSD, paired with the decreased expression of genes with functions related to the cell cycle, could imply the ability of diets high in sugar to increase levels of DNA damage and subsequent cell cycle activity impairment. This hypothesis is contributed to by experimental evidence in humans, where obese individuals experience a prolonged increase of free ROS, which are known contributors to DNA damage, following the consumption of a meal high in sugar content (Patel *et al.* 2007).

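Cell cycle genes were higher on the HFD than on the ND for all 55 tested members of the list, and 14 were past the adjusted threshold (adjusted p = 6.3e-12, two-sided Fisher's exact test), with log2 changes from 1.58 to 4.05. All 11 genes lowered on the HSD were among those higher on the HFD, and 3 of them were raised past the threshold there. From the rise of CHK-related genes on the HSD and the fall of cell cycle genes, the paper proposes that diets high in sugar increase DNA damage and impair cell cycle activity. The 27 ovary and germline genes outside the cell cycle list moved the same way, with median log2 changes of 1.26 on the HFD and -0.62 on the HSD. Different amounts of germline RNA in the libraries thus stay open as an explanation of the cell cycle changes.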

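Hexamerins, the larval serum proteins, are related in sequence to hemocyanin. The list has 4 tested genes, Lsp1alpha, Lsp1beta, Lsp2 and Fbp1, of which Fbp1 encodes a related protein of the fat body that is not a larval serum protein. Of the 4, 3 were lowered on the HFD (adjusted p = 5.3e-07, two-sided Fisher's exact test), and these are all 3 tested larval serum protein genes. The log2 change on the HFD was -3.89 for Lsp1alpha, -1.93 for Lsp2 and -1.26 for Lsp1beta. Fbp1 had a log2 change of -1.90 on the HFD and was not past the threshold (adjusted p = 0.54, Benjamini-Hochberg on the authors' p-values). Lsp2 (XLOC_007527; 3L, 12129103 to 12131869) fell from 421 RPKM on the ND to 111 RPKM on the HFD in the authors' deposited table. On the HSD, 0 of the 4 genes were past the adjusted threshold, and 1 had an unadjusted p-value below 0.05.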

Among genes downregulated by the HFD, there was enrichment of genes related to hemocyanin (Figure 5), the functional equivalent of hemoglobin in the fly. Recent study has convincingly illustrated the existence of a response to hypoxia in the adipose tissue of obese mammals, and this response may represent a new mechanism for the development of chronic inflammation, macrophage infiltration, insulin resistance, and other detrimental characteristics of an obesity state (Ye 2009). This decrease in expression of genes related to hemocyanin in the HFD group could also imply a relationship between exposure to a HFD and initiation of adipose tissue hypoxia (ATH) in the fly, via the rationale of decreased hemocyanin available for oxygen delivery to adipose tissue. Among genes upregulated by the HSD, those with functions related to heme (major biochemical component of hemoglobin and hemocyanin) processing were enriched, which could suggest a similar ATH state occurring due to the HSD. However, the involvement of heme with a variety of processes in the fly limits definitive conclusion regarding this.

### Genes of interest

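Of 12 tested heat shock protein genes, 7 were raised on the HSD, by log2 changes from 1.06 to 3.87 (adjusted p = 3.0e-10, two-sided Fisher's exact test). On the HFD, 3 of 11 were raised (adjusted p = 0.0032, Fisher's exact test), and 4 were past 0.05 when adjusted over the list alone. The list's median log2 change over 17 members, with 0.1 RPKM added to both groups, was 0.92 on the HSD and 0.26 on the HFD. These ranked above 10000 and 9979 of 10000 matched random lists, and the difference between the diets was not tested.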

Increased expression, in both obesogenic diet groups, of several heat shock proteins suggests that the obesogenic diets may be placing a significant amount of physiological stress on the fly that the Hsps are trying to combat, given the Hsp’s roles in mitigating various types of physiological stress via protein folding and refolding, among other mechanisms (Zhao *et al.* 2010; Vos *et al.* 2016; Azad *et al.* 2009; Wang *et al.* 2004). The Hsps are also identified as having a significant impact on the promotion of longevity in flies, with as much as a 30% increase in lifespan when overexpressed, in contrast to the decreased longevity associated with obesogenic diets (Wang *et al.* 2004; Vos *et al.* 2016). This could imply existence of another mechanism whose effects on lifespan outweigh that of the Hsps. 

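Hsp27 (XLOC_007320) is listed on 3L from 9384063 to 9386463, a position that it shares with 2 other genes. In the authors' deposited tables, its RPKM rose from 10.1 on the ND to 64.9 on the HFD and from 10.2 to 85.8 on the HSD. The log2 changes were 2.68 and 3.08.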

Curiously, activity of Hsp27 has also been associated with an increased resistance to starvation (Hao *et al.* 2007). This seems counterintuitive given the increased caloric intake; however, it is unclear from these data alone whether this function of Hsp27 is active in these flies.

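Akh (XLOC_006983; 3L, 4141467 to 4142070) had a log2 change of -1.25 on the HSD (adjusted p = 0.0041, Benjamini-Hochberg on the authors' p-values) and of -0.09 on the HFD (adjusted p = 1.00, from the same adjustment). In the authors' deposited tables, Akh stood at 223 RPKM on the ND, 93.5 RPKM on the HSD and 208 RPKM on the HFD. AkhR (XLOC_002188; 2L, 6711286 to 6716186) had a log2 change of 0.85 on the HFD (adjusted p = 0.012 from the authors' p-values) and of 0.05 on the HSD (adjusted p = 1.00). With a log2 change of at least 1 in size required, AkhR was not counted as changed. With normal p-values from the test statistic, neither Akh on the HSD nor AkhR on the HFD was counted as changed (adjusted p = 0.31 and 1.00, Benjamini-Hochberg on p-values from the authors' test statistic). Those p-values tend to be too large, so the lost calls do not show that the genes were unchanged. For neither gene was the difference between the HFD and the HSD tested.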

*Akh* is exclusively downregulated by the HSD, and *AkhR* upregulated by the HFD group. Knockdown of *Akh* in flies has produced an increase in triglyceride stores, a decrease in glycogen stores coupled with hypoglycemia in the fly hemolymph, and a decrease in oxidative stress tolerance (Gáliková *et al.* 2015). Downregulation of *Akh* by the HSD is expected for increased metabolite anabolism, and not catabolism, but also might further indicate a potential source of oxidative stress to the fly. In the HFD group, the upregulation of *AkhR* might be promoting the effects of Akh, which is contrary to the expected physiological needs of the fly, and might suggest an avenue of aberrant signaling resulting in excess circulating metabolites. Given these data, the corpora cardiaca could be a fruitful avenue of future directed study into these hypotheses.

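Decay (XLOC_012819; 3R, 16499058 to 16501050) had log2 changes of 4.16 on the HSD and 3.61 on the HFD, where its adjusted p was 0.062 (Benjamini-Hochberg on the authors' p-values). The authors' deposited table gives Decay 0.715 RPKM on the ND and 8.71 RPKM on the HFD, with a p-value of 0.0014 and a q-value of 0.0624. For Damm (XLOC_005501), which shares its listed position with 1 other gene, the log2 change was 4.07 on the HFD (adjusted p = 0.0037 from the authors' p-values) and 3.79 on the HSD.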

There was also upregulation, in both obesogenic diet groups, of two genes known to be involved in apoptotic processes: *Decay* and *Damm* (Harvey *et al.* 2001; Dorstyn *et al.* 1999). Increased expression of *Decay* and *Damm* in our obesogenic diet groups may imply that cell apoptosis is increased in response to obesogenic diets and obesity-like states in *Drosophila*. Overall, more in-depth studies are warranted to investigate these traits in flies on obesogenic diets.

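Dpt (XLOC_004434; 2R, 18865765 to 18866260) rose from 3.95 RPKM on the ND to 380 RPKM on the HFD and 35.4 RPKM on the HSD in the authors' deposited tables, and its log2 change on the HSD was 3.16. PGRP-SC2 (XLOC_003552; 2R, 8716950 to 8717695) had log2 changes of 3.24 on the HFD and 2.7 on the HSD. For Pebp1 (XLOC_011236; 3R, 22466034 to 22466679) they were 3.73 and 5.92, from 1.83 RPKM on the ND in the authors' deposited table.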

Several genes upregulated in both obesogenic diet groups (*Dpt, PGRP-SC2,* and *Pebp1*) have functions relating to immunity or response to infection (Bischoff *et al.* 2006; Lemaitre *et al.* 1997; Wicker *et al.* 1990; Cronin *et al.* 2009; Reumer *et al.* 2009). Pebp1 binds phosphatidylethanolamine, and overexpression of this gene is associated with protection against both gram-positive and gram-negative bacterial infection in the fly via release of various immunity-related proteins into their hemolymph (Reumer *et al.* 2009). Dpt is noted as being released in varying degrees in response to infections by various types of bacteria, and its overexpression is also established as rescuing flies from the detrimental effects of these infections. Dpt is also released to a lesser extent in response to injury in the fly (Lemaitre *et al.* 1997), a response which often involves release of pro-inflammatory cytokines. Additionally, *Dpt* has been shown to be significantly upregulated in flies that have a tolerance to lifelong hyperoxia, though the significance of this function in the context obesity’s associated detriments is unclear (Wicker *et al.* 1990). PGRP-SC2 enzymatically interacts with peptidoglycan, a major component of bacterial membranes, and provides a specific means by which to protect against bacterial infection (Bischoff *et al.* 2006). It also plays a role in the regulation of the natural microbiota of *Drosophila*, acting to cleave the pro-inflammatory peptidoglycan of their membranes into nonstimulatory muropeptides, and subsequently prevent activation of the fly’s immune system in response to its own endogenous bacteria (Royet *et al.* 2011). There is precedent indicating the ability of diets high in sugar to alter the microbiota of flies in order to compensate for the needed change in metabolic processing (Whon *et al.* 2017), though no direct evidence of this change contributing to an inflammatory state or implicating PGRP-SC2 in the fly exists. Upregulation of these genes in both obesogenic diet groups supports the implication by functional annotation results that flies appear to respond similarly to infections and obesogenic diets (HFD in particular).

Several genes were exclusively upregulated by the HFD, and are established to be involved with immune response in *Drosophila*. These were *CecA1, AttA, Dro, Drs, IM23,* whose expressions are noted to be increased in response to humoral immune system challenge via microbial infection (Lemaitre *et al.* 1997; Uttenweiler-Joseph *et al.* 1998; Verleyen *et al.* 2006; Wagner *et al.* 2009; Levy *et al.* 2004). This diet-specific upregulation of immune related genes reinforces the potential physiologically distinct effects of different obesogenic diets. 

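On the HFD the log2 change was 4.19 for CecA1 (adjusted p = 0.015, Benjamini-Hochberg on the authors' p-values), 3.25 for AttA, 3.14 for Dro, 2.77 for Drs and 1.39 for IM23. On the HSD all 5 genes were also higher than on the ND, by log2 changes of 0.49 for CecA1, 0.83 for AttA, 0.79 for Dro, 0.55 for Drs and 0.59 for IM23. For Dro the adjusted p on the HSD was 0.066 (Benjamini-Hochberg). In the authors' deposited table, the p-value on the HSD was 0.0012 for Dro, 0.00485 for IM23, 0.0207 for AttA, 0.0345 for Drs and 0.450 for CecA1. The difference between the diets was not tested.

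**Figure D5:**
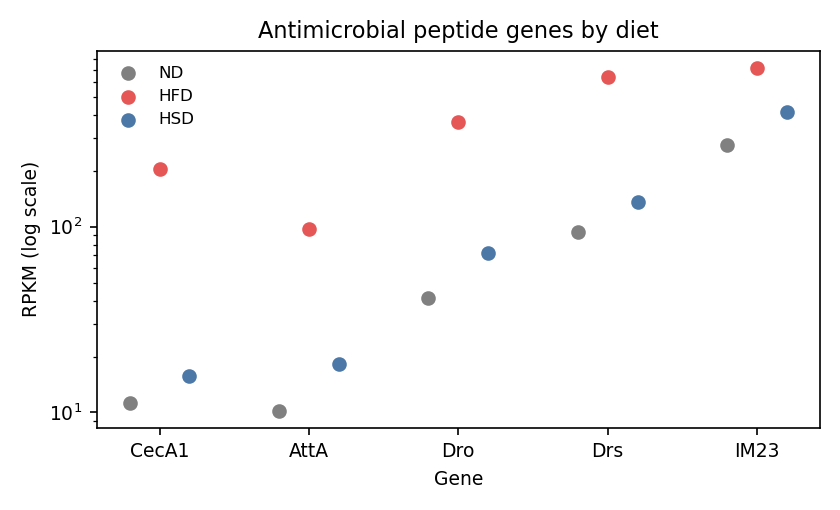
RPKM (vertical axis, log scale) of CecA1, AttA, Dro, Drs and IM23 (horizontal axis) on the ND, the HFD and the HSD, 1 value per diet group. For each gene the HFD value lies highest and the ND value lowest, from 11.2 to 204 RPKM for CecA1 and from 273 to 715 RPKM for IM23 in the authors' deposited table.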

Ultimately, the large number of immune-associated genes affected by the obesogenic diets implicates hemocytes. This could be the source of these changes, however, infiltration of the fat body by macrophages during obesity-like states has also been established previously (Gregor and Hotamisligil 2011). Both possibilities warrant further study to elucidate this.

Among genes exclusively upregulated by the HSD, five of those related (gene ontology) to CHK kinase-like activity (most enriched annotation) currently have no experimentally supported biological function (Gramates *et al.* 2017). Also, of the four genes noted to be downregulated in both obesogenic diet groups, three had no reported biological function (Gramates *et al.* 2017). However, for one of the four genes, *CG4500,* there exists experimental data involving the knockdown of this gene in *Drosophila*. 

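CG4500 (XLOC_001087) is listed on 2L from 14027001 to 14031539, a position that it shares with 1 other gene. Its log2 change was -1.22 on the HFD (adjusted p = 0.024, Benjamini-Hochberg on the authors' p-values) and -1.74 on the HSD. In the authors' deposited tables, its RPKM was 19.6 on the ND, 8.44 on the HFD and 5.88 on the HSD.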

For these flies, a decrease in stored triglyceride was noted, as well as a negative disruption of sleep homeostasis in the flies studied (Thimgan *et al.* 2015). The suggested effect of obesogenic diets on triglyceride storage (*i.e.*, decreased triglyceride storage via CG4500 decreased expression) is at odds with current direct experimental evidence concerning triglyceride storage in response to HSD and HFD, which could be more evidence of aberrant signaling during an obesity-like state in the fly. The decreased expression of CG4500 could also indicate a disruption of healthy sleep patterns in response to obesogenic diets, in the fly. There exists experimental evidence pointing to the ability of a HSD to selectively affect sleep behavior in *Drosophila* (Catterson *et al.* 2010), as well as, separately, for impaired sleep homeostasis to result in decreased longevity of the fly (Yamazaki *et al.* 2012). Overall, these data emphasize the lack of experimental data relating to genes affected by a HSD, as well as genes downregulated by obesogenic diets, and provide compelling evidence of their potential relevance.

### Conclusions

Data from this research has illustrated a notable effect of obesogenic diets on the transcriptomic profile of *D. melanogaster* head tissue, as well as distinctions in the effects that diets high in sugar *vs.* fat have on gene expression. This data has additionally suggested a variety of physiological functions being activated or suppressed in response to these diets that may provide insight into the development of certain disease states associated with obesity, and indicated specific genes that may play a role in those functions. Overall, these results have provided insight into potential avenues of research to elucidate many of the unknown mechanisms associated with an obesity-like state in *Drosophila*, and provided data with which future investigators may guide their research.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300397/-/DC1.

Click here for additional data file.

## References

[bib1] AzadP.ZhouD.RussoE.HaddadG. G., 2009 Distinct mechanisms underlying tolerance to intermittent and constant hypoxia in *Drosophila melanogaster*. PLoS One 4: e5371.1940176110.1371/journal.pone.0005371PMC2670512

[bib2] BenjaminiY.HochbergY., 1995 Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. B 57: 289–300.

[bib3] BirseR. T.ChoiJ.ReardonK.RodriguezJ.GrahamS., 2010 High fat diet-induced obesity and heart dysfunction is regulated by the TOR pathway in *Drosophila*. Cell Metab. 12: 533–544.2103576310.1016/j.cmet.2010.09.014PMC3026640

[bib4] BischoffV.VignalC.DuvicB.BonecaI. G.HoffmannJ. A., 2006 Downregulation of the *Drosophila* immune response by peptidoglycan-recognition proteins SC1 and SC2. PLoS Pathog. 2: e14.1651847210.1371/journal.ppat.0020014PMC1383489

[bib5] BouleauS.TricoireH., 2015 *Drosophila* models of Alzheimer’s disease: advances, limits, and perspectives. J. Alzheimers Dis. 45: 1015–1038.2569770810.3233/JAD-142802

[bib6] CattersonJ. H.Knowles-BarleyS.JamesK.HeckM. M. S.HarmarA. J., 2010 Dietary modulation of *Drosophila* sleep-wake behaviour. PLoS One 5: e12062.2070657910.1371/journal.pone.0012062PMC2919389

[bib7] CroninS. J. F.NehmeN. T.LimmerS.LiegeoisS.PospisilikJ. A., 2009 Genome-wide RNAi screen identifies genes involved in intestinal pathogenic bacterial infection. Science 325: 340–343.1952091110.1126/science.1173164PMC2975362

[bib8] DaiY.GrantS., 2010 New insights into checkpoint kinase 1 in the DNA damage response signaling network. Clin. Cancer Res. 16: 376–383.2006808210.1158/1078-0432.CCR-09-1029PMC2939735

[bib9] DennisG.ShermanB. T.HosackD. A.YangJ.GaoW., 2003 DAVID: database for annotation, visualization, and integrated discovery. Genome Biol. 4: 3.PMC19366012734009

[bib10] DorstynL.ReadS. H.QuinnL. M.RichardsonH.KumarS., 1999 DECAY, a novel *Drosophila* caspase related to mammalian caspase-3 and caspase-7. J. Biol. Chem. 274: 30778–30783.1052146810.1074/jbc.274.43.30778

[bib11] FeanyM. B.BenderW. W., 2000 A *Drosophila* model of Parkinson’s disease. Nature 404: 394–398.1074672710.1038/35006074

[bib12] FurukawaS.FujitaT.ShimabukuroM.IwakiM.YamadaY., 2004 Increased oxidative stress in obesity and its impact on metabolic syndrome. J. Clin. Invest. 114: 1752–1761.1559940010.1172/JCI21625PMC535065

[bib13] GálikováM.DiesnerM.KlepsatelP.HehlertP.XuY., 2015 Energy homeostasis control in *Drosophila* adipokinetic hormone mutants. Genetics 201: 665–683.2627542210.1534/genetics.115.178897PMC4596676

[bib14] GéminardC.RulifsonE. J.LéopoldP., 2009 Remote control of insulin secretion by fat cells in *Drosophila*. Cell Metab. 10: 199–207.1972349610.1016/j.cmet.2009.08.002

[bib15] GramatesL. S.MarygoldS. J.dos SantosG.UrbanoJ.-M.AntonazzoG., 2017 FlyBase at 25: looking to the future. Nucleic Acids Res. 45: D663–D671.2779947010.1093/nar/gkw1016PMC5210523

[bib16] GregorM. F.HotamisligilG. S., 2011 Inflammatory mechanisms in obesity. Annu. Rev. Immunol. 29: 415–445.2121917710.1146/annurev-immunol-031210-101322

[bib17] HaoX.Sen ZhangB. T.ZhangP., 2007 The Hsp27 gene is not required for *Drosophila* development but its activity is associated with starvation resistance. Cell Stress Chaperones 12: 364–372.1822945510.1379/CSC-308.1PMC2134798

[bib18] HarveyN. L.DaishT.MillsK.DorstynL.QuinnL. M., 2001 Characterization of the *Drosophila* caspase, DAMM. J. Biol. Chem. 276: 25342–25350.1133748610.1074/jbc.M009444200

[bib19] HeinrichsenE. T.HaddadG. G., 2012 Role of high-fat diet in stress response of *Drosophila*. PLoS One 7: e42587.2287033610.1371/journal.pone.0042587PMC3411628

[bib20] HeinrichsenE. T.ZhangH.RobinsonJ. E.NgoJ.DiopS., 2013 Metabolic and transcriptional response to a high-fat diet in *Drosophila melanogaster*. Mol. Metab. 3: 42–54.2456790310.1016/j.molmet.2013.10.003PMC3929909

[bib21] KhomtchoukB. B.Van BoovenD. J.WahlestedtC., 2014 HeatmapGenerator: high performance RNAseq and microarray visualization software suite to examine differential gene expression levels using an R and C++ hybrid computational pipeline. Source Code Biol. Med. 9: 30.2555070910.1186/s13029-014-0030-2PMC4279803

[bib22] LangdonK. D.ClarkeJ.CorbettD., 2011 Long-term exposure to high fat diet is bad for your brain: exacerbation of focal ischemic brain injury. Neuroscience 182: 82–87.2143538010.1016/j.neuroscience.2011.03.028

[bib23] LeeD.SonH. G.JungY.LeeS.-J. V., 2017 The role of dietary carbohydrates in organismal aging. Cell. Mol. Life Sci. 74: 1793–1803.2794274910.1007/s00018-016-2432-6PMC11107617

[bib24] LehnertT.SonntagD.KonnopkaA.Riedel-HellerS.KönigH.-H., 2013 Economic costs of overweight and obesity. Best Pract. Res. Clin. Endocrinol. Metab. 27: 105–115.2373187310.1016/j.beem.2013.01.002

[bib25] LemaitreB.ReichhartJ. M.HoffmannJ. A., 1997 *Drosophila* host defense: differential induction of antimicrobial peptide genes after infection by various classes of microorganisms. Proc. Natl. Acad. Sci. U S A 94:14614–14619.940566110.1073/pnas.94.26.14614PMC25070

[bib26] LevyF.RabelD.CharletM.BuletP.HoffmannJ. A., 2004 Peptidomic and proteomic analyses of the systemic immune response of *Drosophila*. Biochimie 86: 607–616.1555627010.1016/j.biochi.2004.07.007

[bib27] LewisS. B.WallinJ. D.KaneJ. P.GerichJ. E., 1977 Effect of diet composition on metabolic adaptations to hypocaloric nutrition: comparison of high carbohydrate and high fat isocaloric diets. Am. J. Clin. Nutr. 30: 160–170.83550210.1093/ajcn/30.2.160

[bib28] LinS.ThomasT. C.StorlienL. H.HuangX. F., 2000 Development of high fat diet-induced obesity and leptin resistance in C57Bl/6J mice. Int. J. Obes. Relat. Disord. 24: 639–646.10.1038/sj.ijo.080120910849588

[bib29] McNayE. C.OngC. T.McCrimmonR. J.CresswellJ.BoganJ. S., 2010 Hippocampal memory processes are modulated by insulin and high-fat-induced insulin resistance. Neurobiol. Learn. Mem. 93: 546–553.2017612110.1016/j.nlm.2010.02.002PMC2878207

[bib30] MontagueC. T.FarooqiI. S.WhiteheadJ. P.SoosM. A.RauH., 1997 Congenital leptin deficiency is associated with severe early-onset obesity in humans. Nature 387: 903–908.920212210.1038/43185

[bib31] MusselmanL. P.FinkJ. L.NarzinskiK.RamachandranP. V.HathiramaniS. S., 2011 A high-sugar diet produces obesity and insulin resistance in wild-type *Drosophila*. Dis. Model. Mech. 4: 842–849.2171944410.1242/dmm.007948PMC3209653

[bib32] MustA.SpadanoJ.CoakleyE. H.FieldA. E.ColditzG., 1999 The disease burden associated with overweight and obesity. JAMA 282: 1523–1529.1054669110.1001/jama.282.16.1523

[bib33] NaJ.MusselmanL. P.PendseJ.BaranskiT. J.BodmerR., 2013 A *Drosophila* model of high sugar diet-induced cardiomyopathy. PLoS Genet. 9: e1003175.2332624310.1371/journal.pgen.1003175PMC3542070

[bib34] PatelC.GhanimH.RavishankarS.SiaC. L.ViswanathanP., 2007 Prolonged reactive oxygen species generation and nuclear factor-kappaB activation after a high-fat, high-carbohydrate meal in the obese. J. Clin. Endocrinol. Metab. 92: 4476–4479.1778536210.1210/jc.2007-0778

[bib35] PatilM.PablaN.DongZ., 2013 Checkpoint kinase 1 in DNA damage response and cell cycle regulation. Cell Mol. Life Sci. 70: 4009–4021.2350880510.1007/s00018-013-1307-3PMC3731415

[bib36] PiyaM. K.McTernanP. G.KumarS., 2013 Adipokine inflammation and insulin resistance: the role of glucose, lipids and endotoxin. J. Endocrinol. 216: T1–T15.2316096610.1530/JOE-12-0498

[bib37] ReiterL. T.PotockiL.ChienS.GribskovM.BierE., 2001 A systematic analysis of human disease-associated gene sequences in *Drosophila melanogaster*. Genome Res. 11: 1114–1125.1138103710.1101/gr.169101PMC311089

[bib38] ReumerA.BogaertsA.Van LoyT.HussonS. J.TemmermanL., 2009 Unraveling the protective effect of a *Drosophila* phosphatidylethanolamine-binding protein upon bacterial infection by means of proteomics. Dev. Comp. Immunol. 33: 1186–1195.1954558610.1016/j.dci.2009.06.010

[bib39] RodríguezA.EzquerroS.Méndez-GiménezL.BecerrilS.FrühbeckG., 2015 Revisiting the adipocyte: a model for integration of cytokine signaling in the regulation of energy metabolism. Am. J. Physiol. Endocrinol. Metab. 309: E691–E714.2633034410.1152/ajpendo.00297.2015

[bib40] RovenkoB. M.KubrakO. I.GospodaryovD. V.PerkhulynN. V.YurkevychI. S., 2015 High sucrose consumption promotes obesity whereas its low consumption induces oxidative stress in *Drosophila melanogaster*. J. Insect Physiol. 79: 42–54.2605091810.1016/j.jinsphys.2015.05.007

[bib41] RoyetJ.GuptaD.DziarskiR., 2011 Peptidoglycan recognition proteins: modulators of the microbiome and inflammation. Nat. Rev. Immunol. 11: 837–851.2207655810.1038/nri3089

[bib42] ShaukatZ.LiuD.GregoryS., 2015 Sterile inflammation in *Drosophila*. Mediators Inflamm. 2015: 369286.2594888510.1155/2015/369286PMC4408615

[bib43] ShihJ.HodgeR.Andrade-NavarroM. A., 2014 Comparison of inter- and intraspecies variation in humans and fruit flies. Genom. Data 3: 49–54.2648414710.1016/j.gdata.2014.11.010PMC4536057

[bib44] StranahanA. M.MattsonM. P., 2011 Bidirectional metabolic regulation of neurocognitive function. Neurobiol. Learn. Mem. 96: 507–516.2123635210.1016/j.nlm.2011.01.004PMC3084367

[bib45] ThimganM. S.SeugnetL.TurkJ.ShawP. J., 2015 Identification of genes associated with resilience/vulnerability to sleep deprivation and starvation in *Drosophila*. Sleep 38: 801–814.2540910410.5665/sleep.4680PMC4402663

[bib46] TrapnellC.WilliamsB. A.PerteaG.MortazaviA.KwanG., 2010 Transcript assembly and abundance estimation from RNA-seq reveals thousands of new transcripts and switching among isoforms. Nat. Biotechnol. 28: 511–515.2043646410.1038/nbt.1621PMC3146043

[bib47] Uttenweiler-JosephS.MoniatteM.LagueuxM.Van DorsselaerA.HoffmannJ. A., 1998 Differential display of peptides induced during the immune response of *Drosophila*: a matrix-assisted laser desorption ionization time-of-flight mass spectrometry study. Proc. Natl. Acad. Sci. USA 95: 11342–11347.973673810.1073/pnas.95.19.11342PMC21644

[bib48] Valladolid-AcebesI.StucchiP.CanoV.FernÁndez-AlfonsoM. S.MerinoB., 2011 High-fat diets impair spatial learning in the radial-arm maze in mice. Neurobiol. Learn. Mem. 95: 80–85.2109359910.1016/j.nlm.2010.11.007

[bib49] VerleyenP.BaggermanG.D’HertogW.VierstraeteE.HussonS. J., 2006 Identification of new immune induced molecules in the haemolymph of *Drosophila* *melanogaster* by 2D-NanoLC MS/MS. J. Insect Physiol. 52: 379–388.1651015210.1016/j.jinsphys.2005.12.007

[bib50] VosM. J.CarraS.KanonB.BosveldF.KlaukeK., 2016 Specific protein homeostatic functions of small heat-shock proteins increase lifespan. Aging Cell 15: 217–226.2670524310.1111/acel.12422PMC4783350

[bib51] WagnerC.IsermannK.RoederT., 2009 Infection induces a survival program and local remodeling in the airway epithelium of the fly. FASEB J. 23: 2045–2054.1923750810.1096/fj.08-114223

[bib52] WangH.-D.Kazemi-EsfarjaniP.BenzerS., 2004 Multiple-stress analysis for isolation of *Drosophila* longevity genes. Proc. Natl. Acad. Sci. USA 101: 12610–12615.1530877610.1073/pnas.0404648101PMC515105

[bib53] WhonT. W.ShinN. R.JungM. J.HyunD. W.KimH. S., 2017 Conditionally pathogenic gut microbes promote larval growth by increasing redox-dependent fat storage in high-sugar diet-fed *Drosophila*. Antioxid. Redox Signal. 27: 1361–1380.2846258710.1089/ars.2016.6790

[bib54] WickerC.ReichhartJ. M.HoffmannD.HultmarkD.SamakovlisC., 1990 Insect immunity. Characterization of a *Drosophila* CDNA encoding a novel member of the diptericin family of immune peptides. J. Biol. Chem. 265: 22493–22498.2125051

[bib55] XuH.BarnesG. T.YangQ.TanG.YangD., 2003 Chronic inflammation in fat plays a crucial role in the development of obesity-related insulin resistance. J. Clin. Invest. 112: 1821–1830.1467917710.1172/JCI19451PMC296998

[bib56] YamazakiM.TomitaJ.TakahamaK.UenoT.MitsuyoshiM., 2012 High calorie diet augments age-associated sleep impairment in *Drosophila*. Biochem. Biophys. Res. Commun. 417: 812–816.2219780910.1016/j.bbrc.2011.12.041

[bib57] YeJ., 2009 Emerging role of adipose tissue hypoxia in obesity and insulin resistance. Int. J. Obes. 33: 54–66.10.1038/ijo.2008.229PMC265075019050672

[bib58] ZhaoH. W.ZhouD.NizetV.HaddadG. G., 2010 Experimental selection for *Drosophila* survival in extremely high O2 environments. PLoS One 5: e11701.2066851510.1371/journal.pone.0011701PMC2909141

# Supplementary material for: RNA-Sequencing of Drosophila melanogaster Head Tissue on High-Sugar and High-Fat Diets
**Source:** G3 (Bethesda). 2017 Nov 15;8(1):279–90. doi: 10.1534/g3.117.300397
**Supplement:** Supplementary file 1

**RNA-Sequencing Quality Control Information**

*Methodology*

Twelve RNA samples (4 replicates from each of 3 dietary treatment group) of the highest yield (>100 ng/µL) and sufficient purity (260/280 and 260/230 ratios of 1.8-2.1 and >1.5, respectively), ascertained via NanoDrop^®^ 2000c (Thermo Scientific) readings, were sent to Louisiana State University Health Science Center in Shreveport for initial Poly-A selected RNA-sequencing in the Genomics Core Facility. mRNA was isolated from the RNA via poly-adenylated RNA selection using oligomer beads, and subsequently fragmented, before reverse transcription into cDNA and attachment of the adapter sequences and other necessary motifs for sequencing. They prepared the cDNA libraries using a TruSeq Stranded mRNA Kit (Illumina). The created cDNA libraries were normalized, denatured, and diluted, and a 1% library of 1.8 pM PhiX Control v3 (Illumina) was added to each to act as an internal control. PhiX functions as a reference for the number of clusters produced by samples, provides a template for calculating sequencing error, and contributes to the diversity of the sequence samples to assist with sequenced transcript discrimination. An Agilent Tape Station 2200 D1000 assay was subsequently performed to measure the fragment size range of our cDNA libraries prepared from the isolated RNA, confirming appropriate fragment sizes prior to sequencing. Samples were then sequenced using a NextSeq 500 (Illumina), targeting at least 50 million stranded, paired end reads of 75 base pairs in size. After subsequent sequencing of the cDNA, the raw data was then passed through a software filter (RTA v2.4.6.0) to remove sub-optimum quality reads (i.e. reads with low confidence in their composing base-calls, and/or the identity of the associated gene), a gauge of implemented read quality was performed (≥Q30), and total read number for each sample was obtained. The ≥Q30 value indicates the percent of base calls in the sequence who have less than a 0.1% chance of being Type I errors. Following raw data production and initial filtering with Illumina RTA software, data was sent to the laboratory of Dr. Urska Cvek at Louisiana State University at Shreveport for further analysis to ascertain reads per million, differential expression analysis between the three conditions, and the identity of sequenced transcripts via mapping against the Drosophila mRNA records using Cufflinks. Transcript value (RPKM) distributions for replicates of each condition were normalized (for each obesogenic diet group relative to the ND group) to produce fold change values, and p-values (representing the significance of the differences between the obesogenic and normal diet groups’ distributions) were calculated using Cuffdiff (Cufflinks tool).

*Results*

The TapeStation results illustrate a fragmentation pattern of the mRNA that produced cDNA fragment sizes concentrated between 200-400 bp in size, in a manner that was consistent across samples (Figure 1A). Quantitation of the average fragment size further supports the consistency of the fragment sizes across the samples, with the average transcript sizes for each of the samples ranging from 301-313 base pairs (Figure 1B). The high percent of reads from each lane of the flow cell noted as passing the software filter indicates that the preparation and sequencing were of high quality, having required few reads be discarded (Figure 2B). The high, comparable number of paired-end reads from each sample passing the software filter (54.6 - 74.1 million) indicates that the RPKM values later generated will have a large enough total read basis to promote statistical significance, and that this degree of significance will be relatively consistent across samples (Figure 2C). Precedent has indicated that approximately 10-fold genome coverage of a desired organism’s sequencing is sufficient for generating reliable RPKM values measuring the expression of all targeted transcripts, including those of low relative abundance, as well as all splice variants. FlyBase indicates that the Drosophila melanogaster genome is 102,160, 260 base pairs in length (17730 genes at an average of 5762 bp), thus, a successful sequence would cover 1,021,602,600 bp worth of reads. For a sequence with average transcript sizes of ~300bp, like this one, each sample read would need to be a minimum of ~3.5 million reads to have reliable data. Our data illustrates a minimum read number of >50 million reads for each sample (Figure 2C), indicating a basis for reliable sequencing results. A high percent of reads with a quality index score greater than or equal to 30 (≥Q30) shows that the majority of reads accepted for mapping were of high base-calling confidence, and therefore transcript identity reliability. The large percent of clusters (identical, sequenced transcripts) passing the software filter additionally supports the quality of the reads and sequencing, and furthermore, indicates this quality was prevalent across the various transcripts sequenced (Figure 2A).

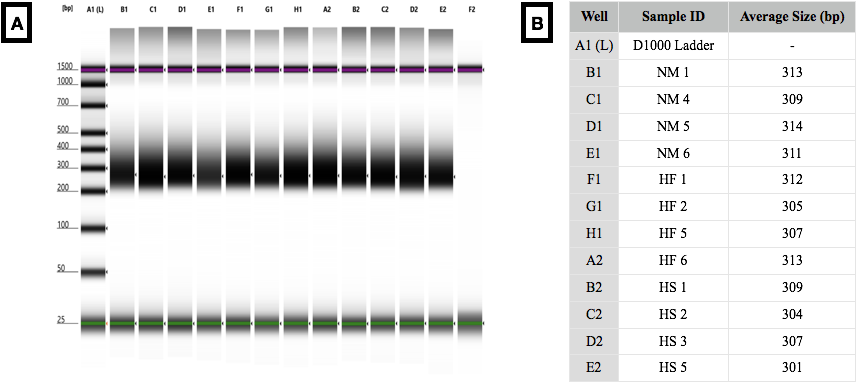

*Figure 1*: (A) Image of Agilent TapeStation 2200 D100 assay results. Bands marked with a purple or green line indicate fragments generated due to the presence of the 1% library of 1.8 pM PhiX control. On the far left is a DNA ladder included to act as a size standard. The size of the standard bands in base pairs is indicated at the left of each band. (B) A table indicating the specific samples corresponding to each lane of the D1000 assay, and containing the average size in base pairs of the fragments present in each sample. For the column labeled “Sample ID”, those identities included refer to the RNA extracted from a group of flies reared on either a ND (NM), HFD (HF), or HSD (HS), with the following number distinguishing between replicate groups of flies reared on the same diet type.

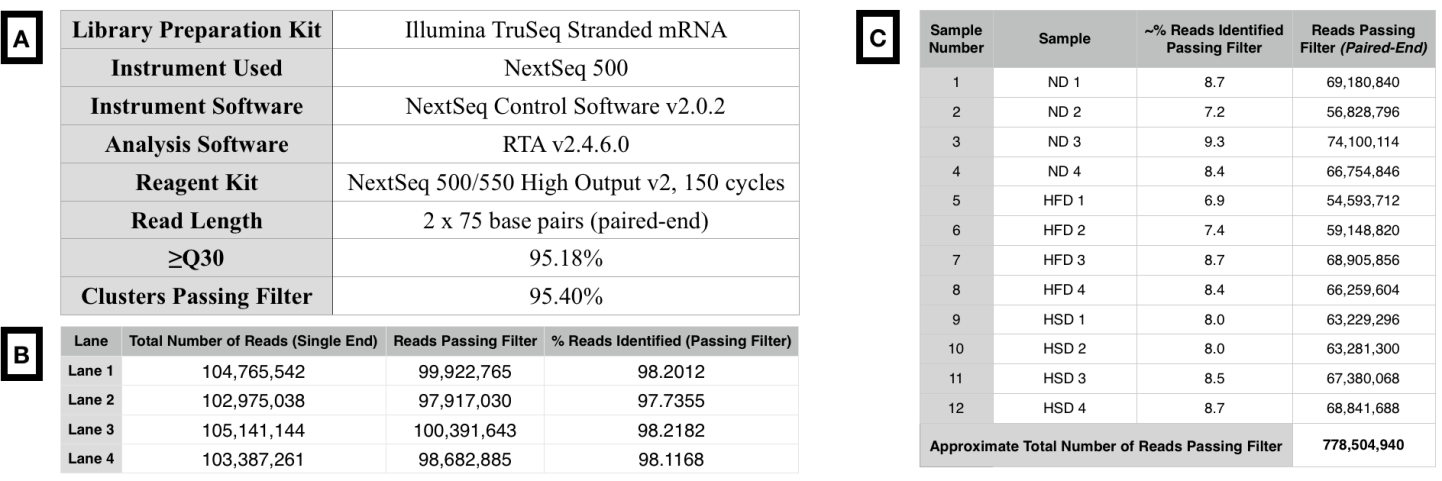

*Figure 2*: (A) An overview of the sequencing and quality control information. (B) Table showing the number of reads noted in each flow cell lane, and the number and percent of those reads passing the software filter. (C) Table showing the number and percent of reads passing the software filter, as contributed by each sample. Samples shown represent the four sequenced fly group replicates for each diet type.

How the deposited data were processed for this re-analysis (not part of the article)

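RNA from heads of mated females on the ND, the HFD and the HSD was sequenced in 4 libraries per diet, 12 in all. The authors aligned and summarised the reads and deposited 2 tables, 1 per obesogenic diet, each a Cuffdiff comparison with the ND. The authors deposited RPKM, 1 value for the ND group and 1 for the diet group of each gene. The authors' deposited p-value and q-value of each gene come from Cuffdiff and its adjustment. The deposited tables also hold a score, the Cuffdiff test statistic. The log2 changes given here were computed from the 2 RPKM values that the authors deposited, without a pseudocount, and the log2 column of the tables was not used because some of its entries are not numbers. The genome build and the Cuffdiff version are not named in the paper's text. The listed positions were compared with the BDGP6 annotation: 11806 of 16124 genes (73.2%) were found by symbol, and 11800 of these overlapped the annotated gene. Positions are given counting from 1.

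Each table has 16599 entries, of which 475 carry no values and were left out. For the HFD 10385 genes were tested by Cuffdiff, 5738 were not tested and 1 was set aside for too much data, and for the HSD the numbers were 10395, 5728 and 1. Among the tested genes, 15 on the HFD and 14 on the HSD are listed at 0 in a group and have no log2 change. Because the tables hold 1 value per diet group, no SD, leave-one-out analysis, other split of the samples or batch check could be computed. File S3 gives the reads that passed the filter for each sample; the reads counted on each gene were not used here, so the precision of a single RPKM was not computed.

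The p-values of the tested genes were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p-value below 0.05 counted as a change. This gave the same genes as the deposited q-value, 218 on the HFD and 179 on the HSD. Overlaps and gene lists were tested by two-sided Fisher's exact tests over the genes tested, with Benjamini-Hochberg adjustment over 55 tests of 11 lists. The overlap was also compared with 1000 simulated pairs of unchanged groups that share their controls. The median log2 change of a list was computed with 0.1 RPKM added to both groups and ranked among 10000 random lists of the same size, each member replaced by a gene from the 50 neighbors on each side in the order of mean expression. The genes named are the 26 genes of Table 1 and, for each diet and direction, the 3 genes with the largest change among those past the threshold with at least 1 RPKM in both groups. Members of lists are given by number and range, or by name where the paper names them or the list has 5 or fewer tested members.

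The gene lists, the comparisons, the naming rule, 7 marker lists (midgut digestion, ovary and germline, flight muscle, corpora allata, hemocyte, fat body, brain and eye) and the alternatives of adjustment, filter, threshold, size, centring, pseudocount and scale were fixed before the data were examined. Added later were 2 marker lists (midgut epithelium, oocyte and nurse cell) and 2 alternatives, normal p-values from the test statistic and genes alone at their listed position. DAVID, whose annotations were not used here, was replaced by the lists.

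The procedure was tested on simulated data in which 200 of 10373 genes were changed. It recovered 200 of them and called 16 unchanged genes, and of 200 unchanged lists 6 fell outside the middle 95% of random lists. The simulated changes were many times larger than the noise, and their p-values came from a known normal distribution. Full recovery was therefore near certain and does not measure sensitivity on the deposited data. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.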

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

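The list of oocyte and nurse cell genes, the tests that use it and the test of eggshell genes were chosen only after the result of the ovary and germline list had been seen. Rises of 14 list medians were examined, and a list of unchanged genes would be picked out here, by lying in the highest 2.5% of its matched random lists, with a chance of 2.5%.

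The ovary and germline list, which the paper does not discuss, had a median log2 change of 1.73 on the HFD, above all 10000 matched random lists. Of its 30 genes, 25 were higher on the HFD and 9 were past the adjusted threshold; 12 were listed at 1 RPKM or more on the ND. On the HSD the median was -0.95, below all random lists, and 24 of the 30 genes were lower. A second list of 15 oocyte and nurse cell genes, 8 of them at 1 RPKM or more on the ND, had a median of 0.92 on the HFD with 15 of 15 higher, and of -0.32 on the HSD with 13 of 15 lower, although 0 of its genes passed the adjusted threshold, and 2 on the HFD and 0 on the HSD had an unadjusted p-value below 0.05. The 2 lists together hold 35 germline genes besides the eggshell genes, with a median of 1.39 RPKM on the ND, 7.71 RPKM on the HFD and 0.451 RPKM on the HSD. Of these 35 genes, 34 were higher on the HFD and 31 were lower on the HSD.

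The scaling of the values is too small to account for this, since the median of all tested genes moved by 0.05 on the HFD. Late egg chambers with their follicle cells would bring the abundant eggshell transcripts, but the highest of 10 eggshell genes stood at 0.799 RPKM on the HFD. The median of the 35 germline genes there was 7.71 RPKM. The highest of them, at 74.5 RPKM, is CycB, which is also in the cell cycle list. What remains open is germline RNA without follicle cells, such as eggs or early egg chambers carried with the heads, in amounts that differed between the diets: the medians of 0.92 on the HFD and -0.32 on the HSD of the second list are in line with it. A response of these genes to the diets in the head, or an effect of the diets on egg production in these mated females, is biological and was not tested. Of 17 germline genes with a log2 change of at least 2 on the HFD, 8 had a p-value of 0.05 or more in the authors' deposited table. Whether 1 library carried the signal could not be examined, because the tables hold 1 value per diet group.

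The brain and eye list, with 15 of 15 genes at 1 RPKM or more on the ND, had a median log2 change of 0.064 on the HSD, above 9929 of 10000 matched random lists. Its genes went both ways, 9 higher and 6 lower, 0 were past the adjusted threshold, and 1 had an unadjusted p-value below 0.05. On the HFD the median was -0.08, above 141 of the random lists. No technical or biological explanation was tested for it.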

How the results depend on the processing

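Normal p-values from the deposited test statistic and genes alone at their listed position were alternatives chosen only after the data were seen, and no test of an explanation is reported in this part. No paired analysis was possible because the tables hold 1 value per diet group, and for the same reason leaving out each library in turn was not run. Restricting the tables to entries that name a single gene was not run either, since every entry with values names 1 gene.

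With the adjustment over all listed genes, the filter at 1 RPKM in a group, a log2 change of at least 1 in size, and genes alone at their listed position, the counts of changed genes stayed within 1.5 times those of the main analysis: 203 to 218 on the HFD, 160 to 172 on the HSD, 79 to 86 on both diets, 205 to 226 on a single diet, and 11 to 12 raised on the HFD and lowered on the HSD. Centring on the median of the tested genes leaves the p-values as they are and could not test these counts. The deposited q-value, the authors' own adjustment of the same p-values, gave the same calls as the main analysis.

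By unadjusted p-values the counts were 581, 482, 233, 597 and 37 in the same order, and the share raised was 78.8% on the HFD and 65.1% on the HSD. A looser threshold admits more genes by construction. The difference in direction between genes changed on the HFD only and on the HSD only then had p = 0.00011, cytochrome P450 genes raised on the HSD had an adjusted p of 0.047, and the CHK kinase-like genes had 9.6e-08 (Fisher's exact tests). The study chose the CHK kinase-like genes on these libraries, so no value of that list tests an enrichment.

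With normal p-values from the test statistic the counts were 69, 74, 36, 71 and 0, and the share raised was 95.7% and 93.2%. Such p-values fell below 0.05 for 233 of 10370 genes on the HFD and 217 of 10381 on the HSD, a smaller share than 0.05. They thus tend to be too large, and a call lost under them does not show that a gene was unchanged. The list of UDP-glycosyltransferases raised on the HSD then held 0 genes, with an adjusted p of 1.0, so the excess of the main analysis was lost. With so few genes raised, 0 members is what chance gives and shows no deficit. By unadjusted p-values, 37 genes were raised on the HFD and lowered on the HSD. The cause of these changes was not tested.

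With genes alone at their listed position, the difference in direction had p = 0.033 in Fisher's exact test, where the other alternatives that kept the adjusted threshold gave from 0.064 to 0.72, and the CHK kinase-like list had an adjusted p of 0.011 with fewer genes tested. The cause was not tested.

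For the genes named, 414 values were computed under the alternatives other than the deposited q-value, the pseudocounts and centring: 368 kept their direction and side of the threshold, 31 were no longer past it, 25 of them with normal p-values from the test statistic, 15 were newly past it, 12 of them by unadjusted p-values, and 0 changed direction. The 286 values under those 3 kinds of alternative all kept theirs, but the pseudocounts and centring leave the p-values as they are and could not move a gene across the threshold. Among 70 list medians, 67 kept their place inside or outside the middle 95% of random lists and 3 moved outside it. The tables allow no estimate of the spread between libraries, which limits what can be said of genes listed below 1 RPKM, such as CG33510.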

Differences from the paper's values

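Normal p-values and genes alone at their listed position were chosen only after the values were seen, and no test of an explanation is reported in this part. No value the paper states differed from the value computed here by more than the limits set: the log2 changes of Table 1 matched within rounding, and the counts lay within 1.5 times. For genes changed on both diets the paper's count is 79 against 83 here, and for genes raised on the HFD and lowered on the HSD the paper's count is 11 against 13 here. With p-values adjusted over all listed genes, an alternative set before the data were examined, the counts were 79 and 11. The filter at 1 RPKM also gave 11 for the second count, and a log2 change of at least 1 in size gave 79 for the first.

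The paper lists Decay among the genes past its q threshold on both diets, and here its adjusted p on the HFD was 0.062. It was called by unadjusted p-values, and also among genes alone at their listed position, an alternative chosen after seeing the values. Table 1 places Hsp70Bc in the same group, while the text names it for the HSD. Here its adjusted p was 0.22 on the HFD, and it was called on the HFD by unadjusted p-values.

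The paper presents CG10562, CG13659, CG33510 and CG6830 as past the q threshold on the HSD. Here their adjusted p-values were 0.077, 0.38, 0.22 and 0.054, and each was called by unadjusted p-values. CG10562 was also called among genes alone at their listed position, chosen after seeing the values. The paper states an enrichment of checkpoint kinases among genes raised on the HSD. The 5 CHK kinase-like genes it names gave an adjusted p of 0.16 in Fisher's exact test. The paper reports no experimental support for the function of these genes, so their values do not show that checkpoint kinases rose. The list passed by unadjusted p-values (9.6e-08) and among genes alone at their listed position (0.011, chosen after seeing the values). These 5 genes were chosen by the study on the same libraries and are part of an annotation, so none of these values tests the enrichment the paper states.

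The paper states that the HSD raised and lowered cytochrome P450 genes. By symbol, 2 and 1 of 70 tested genes had changed (adjusted p = 0.50 and 0.56, Fisher's exact test), and for raised genes unadjusted p-values gave 0.047. The paper describes the HSD as lowering more genes; more were lowered than on the HFD, 45 against 30, but on the HSD 134 were raised. The paper presents Dro as changed on the HFD only. It was also called on the HSD among genes alone at their listed position, chosen after seeing the values, and AttA, Dro, Drs and IM23 were called on the HSD by unadjusted p-values.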

Other observations

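The tests of the second midgut list, of the oocyte and nurse cell list, of eggshell genes, of the size of the scaling shift and of the largest or lowest change of a hemocyte or fat body gene were chosen only after the results of the first lists had been seen.

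A candidate explanation for the cell cycle genes lowered on the HSD is less germline RNA in the HSD libraries. Ovary and germline genes outside the cell cycle list, 27 of the 30, had a median log2 change of -0.62 on the HSD, below all 10000 matched random lists, and the second list had -0.32, which 2 of the random lists lay below. Of the 13 genes raised on the HFD and lowered on the HSD, 5 belong to the ovary and germline list. Of these 5, 3 are also in the cell cycle list, so they are part of the fall to be explained and no separate evidence. The other 8 of the 13 are in neither of these lists. The lists are short, so this does not show that the 8 are not germline genes. The second list's median of 0.92 on the HFD goes the same way. Across the 35 germline genes of the 2 lists, those in the cell cycle list included, 34 were higher on the HFD and 31 lower on the HSD. The most abundant germline genes on the ND, named after their values were seen, did not follow: tud stood at 42.1 RPKM on the ND, 43.4 RPKM on the HFD and 51.3 RPKM on the HSD in the authors' deposited tables, and grk at 27.9, 21.9 and 24.1 RPKM. Their level on the ND would hide a small share of germline RNA. Late egg chambers are argued against by the eggshell genes, at 0.799 RPKM or below on the HFD. Germline RNA carried with the heads and a response of dividing cells in the head both stay open; a direct effect of the diets was not tested.

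Digestive proteases, amylases and maltases rose on both diets, and the midgut digestion list, which shares these families, had a median of 2.73 on the HFD and 3.21 on the HSD. Of its 45 genes, 16 were listed at 1 RPKM or more on the ND. Midgut tissue carried over with the heads could raise them. The list's 8 other genes had a median of 1.17 on the HFD and 0.24 on the HSD, above 9994 and 9401 of 10000 matched random lists. A second list of 9 midgut epithelium genes had a median of 0.043 on the HFD, above 4514 of the random lists, and 0.21 on the HSD, above 9641; 5 of the 9 stood at 1 RPKM or more on the ND. Midgut carry-over and a response of digestive enzyme genes to the diets cannot be told apart, since the lists are small, some members lie near 0 and others have a level on the ND that would hide a small share of midgut RNA.

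Antimicrobial peptide genes rose on the HFD. More hemocytes in the HFD libraries would raise hemocyte genes as well. The 13 genes of that list, 13 of them at 1 RPKM or more on the ND, went both ways, with a median of 0.10 on the HFD (above 9072 of 10000 matched random lists) and 0.08 on the HSD. The 10 fat body genes, 9 of them at 1 RPKM or more on the ND, went both ways too, with a median of 0.0029 on the HFD and -0.05 on the HSD, and 5 of the 10 had an unadjusted p-value below 0.05 on the HFD, 2 of them higher and 3 lower. Without Lsp2 and Fbp1, which fell, the fat body median on the HFD was 0.17, above 9949 of the random lists. The largest change on the HFD was 0.52 among hemocyte genes and 0.60 among fat body genes, and the smallest among the raised antimicrobial peptide genes was 1.31. More cells of either kind is thus argued against as the whole of the rise, while a smaller contribution, above all of fat body, could not be excluded. Activation of the same number of cells was not tested and stays open.

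Larval serum protein genes fell on the HFD. Less fat body tissue would lower other fat body genes too. The 8 fat body genes other than Lsp2 and Fbp1, all at 1 RPKM or more on the ND, went both ways on the HFD, with 5 higher, 3 lower and a median of 0.17. The lowest of them changed by -0.50, and the least lowered larval serum protein gene by -1.26, which argues against less fat body tissue as the whole of the fall. Fbp1, a fat body gene below 1 RPKM on the ND, did fall, from 0.726 to 0.194 RPKM (log2 change -1.90, p = 0.0242 in the authors' deposited table), and with it kept the median of the 9 genes was 0.02. A smaller loss of fat body tissue could not be excluded. No biological explanation was tested.

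Akh fell on the HSD. Less neck tissue in the HSD libraries might lower jhamt of the adjoining corpora allata, the 1 gene found of that list, whose log2 change on the HSD was -0.73 with a p-value of 0.0333 in the authors' deposited table. On the HFD the list's value was -0.08. A loss of tissue and a response of Akh to the HSD cannot be told apart, since 1 gene decides and its adjusted p was 0.86.

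The overlap of 83 genes between the diets is larger than chance values of the shared ND libraries gave, at most 37 genes in the simulated pairs. The larger number of raised genes on the HFD is not explained by the scaling of the values: the median log2 change of all tested genes was 0.049, while no gene raised on the HFD had a change below 0.80. After centring, 86.2% of the changed genes were raised, but centring leaves the p-values as they are and so decides little by itself. A response to both diets stays open as the biological explanation.

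The flight muscle list had a median log2 change of -0.28 on the HFD and -0.32 on the HSD, below all 10000 matched random lists on each diet, with 14 and 15 of 16 genes lower, 0 past the adjusted threshold, and 1 and 2 with an unadjusted p-value below 0.05; 15 of the genes stood at 1 RPKM or more on the ND. The gene mt:ND1 was listed at 0 on the ND and the HFD and at 10605 RPKM on the HSD in the authors' deposited tables. It was the gene set aside for too much data in both comparisons and was not tested, so these values cannot be read as a change.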
